# Serendipitous Discovery of T Cell–Produced KLK1b22 as a Regulator of Systemic Metabolism

**DOI:** 10.4049/immunohorizons.2300016

**Published:** 2023-06-26

**Authors:** Matthew L. Arwood, Im-Hong Sun, Chirag H. Patel, Im-Meng Sun, Min-Hee Oh, Ian A. Bettencourt, Michael D. Claiborne, Yee Chan-Li, Liang Zhao, Adam T. Waickman, Orestes Mavrothalassitis, Jiayu Wen, Susan Aja, Jonathan D. Powell

## Abstract

In order to study mechanistic/mammalian target of rapamycin’s role in T cell differentiation, we generated mice in which Rheb is selectively deleted in T cells (T-Rheb^−/−^ C57BL/6J background). During these studies, we noted that T-Rheb^−/−^ mice were consistently heavier but had improved glucose tolerance and insulin sensitivity as well as a marked increase in beige fat. Microarray analysis of Rheb^−/−^ T cells revealed a marked increase in expression of kallikrein 1–related peptidase b22 (*Klk1b22*). Overexpression of KLK1b22 in vitro enhanced insulin receptor signaling, and systemic overexpression of KLK1b22 in C57BL/6J mice also enhances glucose tolerance. Although KLK1B22 expression was markedly elevated in the T-Rheb^−/−^ T cells, we never observed any expression in wild-type T cells. Interestingly, in querying the mouse Immunologic Genome Project, we found that *Klk1b22* expression was also increased in wild-type 129S1/SVLMJ and C3HEJ mice. Indeed, both strains of mice demonstrate exceptionally improved glucose tolerance. This prompted us to employ CRISPR-mediated knockout of KLK1b22 in 129S1/SVLMJ mice, which in fact led to reduced glucose tolerance. Overall, our studies reveal (to our knowledge) a novel role for KLK1b22 in regulating systemic metabolism and demonstrate the ability of T cell–derived KLK1b22 to regulate systemic metabolism. Notably, however, further studies have revealed that this is a serendipitous finding unrelated to Rheb.

## Introduction

The mechanistic/mammalian target of rapamycin (mTOR) pathway has emerged as a critical regulator of innate and adaptive immune responses (1, 2). Our group and others have shown that mTOR complex 1 (mTORC1) and mTOR complex 2 (mTORC2) are key nodes in regulating both CD4^+^ and CD8^+^ T cell differentiation (3–9). In CD4^+^ cells, mTORC1 supports the differentiation of Th1 and Th17 cells, whereas mTORC2 supports Th2 cells. Furthermore, inhibiting mTOR kinase signaling promotes T regulatory cell differentiation. In CD8^+^ cells, mTORC1 promotes the development of effector cells, whereas mTORC2 inhibits the generation of memory T cells. Proper mTORC1 activation is promoted by the upstream molecule Ras homolog enriched in brain (Rheb) (1). Rheb is a small guanosine triphosphatase localized to the lysosome where the mTORC1 complex is activated.

Kallikreins (KLKs) are a diverse class of proteases. In humans, KLKs are divided into two groups: plasma KLK (KLK1b), which is produced in the liver and circulates in the blood; and tissue KLKs, which are produced in various tissues throughout the body (10, 11). It has been shown that plasma KLK is important in cardiovascular regulation (12, 13). Furthermore, plasma KLK has a role in the development of diabetes, and thus several groups have developed plasma KLK inhibitors (12, 13). The tissue KLK family consists of 15 serine proteases and is the largest protease gene grouping in the human genome (10). A well-studied tissue KLK is KLK3, also known as prostate-specific Ag. Prostate-specific Ag levels are increased in prostate cancer and are used to screen for the disease (14). There is also evidence for human KLK1 in mediating blood glucose, which has led to further preclinical studies (15–17). Interestingly, in mice, a duplication of the *Klk1* gene led to 13 additional genes called the “kallikrein 1-related peptidases family b” (18–20).

While performing immunological studies with conditional floxed Rheb-knockout (KO) mice (T-Rheb^−/−^), which have Rheb deleted specifically in CD4^+^ and CD8^+^ cells through *Cd4*-driven Cre recombinase expression, we observed that the T-Rheb^−/−^ mice were heavier than the wild-type (WT) control mice (5). Because these mice had increased weight and adipose tissue, it was originally thought that the T-Rheb^−/−^ mice might have an increased risk of developing insulin-resistant diabetes. In fact, this hypothesis was completely wrong. It turns out that these heavier T-Rheb^−/−^ mice were found actually to have an improved metabolic state, with lower fasting blood glucose than their WT counterparts, even when challenged with a high-fat diet (HFD). Microarray analysis of the Rheb^−/−^ T cells revealed, to our knowledge, a novel expression of *kallikrein 1-related peptidase b22* (*Klk1b22*). KLK1b22 is a trypsin-like serine protease that is normally expressed in the mouse salivary gland, where its role was originally described to bind epidermal and/or nerve growth factors in the saliva (21–25). In this study, we report that T cell–derived KLK1b22 can reduce fasting blood glucose and improve systemic glucose tolerance.

## Materials and Methods

### Mice

Male and female mice aged 1.5 to 6 mo old were used for all the experiments in this study. Mice were age and sex matched for each experiment. C57BL/6J, *Cd4*-Cre, 129S1/SVLMJ, C3HEJ, and *Rag2*^−/−^ mice were obtained from The Jackson Laboratory. WT control mice for each experiment were C57BL/6J mice obtained from The Jackson Laboratory that were bred in-house. Mice with loxP-flanked *Rheb* alleles were gifted by Dr. Paul Worley (Johns Hopkins University School of Medicine). These loxP-flanked *Rheb* mice were then bred to *Cd4-Cre* mice to obtain a T cell–specific Rheb KO (5). KLK1b22 CRISPR KO mice were generated on a 129S1/SVLMJ background in cooperation with the Transgenic Core Laboratory at the Johns Hopkins University School of Medicine. Guide RNAs were designed using the Breaking-Cas online design tool (26). Each injection consisted of a mixture of two different guide RNAs (5′-CTTAGATGAGTACCTATGCG-3′ and 5′-TCCTCCAAAGTGTACCTACT-3′). CRISPR KO mice were genotyped via PCR with the following primers (forward: 5′-GCTCCCTTTCCTGGATTCATTTAT-3′, reverse: 5′-TCACACAGACCTCATTAGGATGGA-3′). For diet-induced obesity, mice that were 6 wk old were fed ad libitum with an OpenSource diet containing 60% kcal fat (Research Diets D12492).

All mouse procedures were approved by the Johns Hopkins University Institutional Animal Care and Use Committee (M019M71). Furthermore, all mouse procedures and methods were carried out and reported in accordance with Animal Research: Reporting of In Vivo Experiments and institutional guidelines. All methods were carried out in accordance with relevant guidelines and regulations. All methods, husbandry procedures, housing conditions, and animal handling procedures were performed in line with the Guide for the Care and Use of Laboratory Animals (Institute for Laboratory Animal Research of the National Research Council of the National Academies).

### Body fat composition and serum chemistry (lipid panel)

Adipose weight, body fat percentage, lean weight and body lean percentage were determined and calculated by QMR (EchoMRI-100).

Mice were fasted overnight, and blood was collected via cardiac puncture. Blood was allowed to clot at room temperature, then centrifuged, and serum was isolated and stored at −80°C. Serum was analyzed for total cholesterol, high-density lipoprotein (HDL), and triglycerides on an Alfa Wasserman VetACE chemistry analyzer. These machines are maintained by the Phenotyping Core in the Department of Molecular and Comparative Pathobiology at the Johns Hopkins University School of Medicine.

### ELISA

Mice were fasted overnight, and blood was collected via cardiac puncture. Blood was allowed to clot at room temperature, then centrifuged, and serum was isolated and frozen at −80°C. Serum was analyzed via ELISA for rat/mouse insulin (Millipore EZRMI-13K), mouse adiponectin (Millipore EZMADP-60K), and mouse leptin (Millipore EZML-82K) per the manufacturer’s instructions.

### Blood glucose measurements

Procedures described below were adapted from Andrikopoulos et al. (27) and Ayala et al. (28). All blood glucose measurements were obtained using a One Touch Ultra 2 blood glucose meter. Blood was obtained via clipping the distal 1–2 mm of tail.

For i.p. glucose tolerance tests (IP-GTTs), after 6–8 h of fasting, a fasting blood glucose measurement was obtained. Then a solution of sterile filtered d-glucose in water was injected i.p. with a final amount of glucose of 1 g, 1.5 g, or 2 g glucose per 1 kg body weight. Blood glucose readings were then collected serially.

For i.p. insulin tolerance tests, after 2 h of fasting, a baseline blood glucose measurement was obtained. Then a solution of insulin in PBS was injected i.p. with a final amount of insulin of 0.5 U or 1 U per 1 kg body weight. Blood glucose readings were then collected serially.

### Real-time PCR (quantitative RT-PCR)

Total RNA from cells was extracted with TRIzol reagent. For RNA analysis from blood, mice were cheek bled into a mixture of sodium citrate (final 2%) and RPMI. The cell pellet was incubated with ammonium-chloride-potassium (ACK) lysis buffer. The remaining pellet was suspended in TRIzol for RNA extraction. Total RNA from tissue was isolated by homogenization with an Omni Tissue Homogenizer in QIAzol Lysis Reagent using an RNeasy Lipid Tissue Mini Kit (Qiagen 74804). RNA was converted to cDNA using ProtoScript II Reverse Transcriptase. Predesigned TaqMan gene expression assays were purchased from Applied Biosystems: *Klk1b22* (Mm02343755_g1, Mm02343756_g1, Mm02343754_m1), uncoupling protein 1 (*Ucp1*) (Mm01244861_m1), *Cidea* (Mm00432554_m1), *Cpt1b* (Mm01308160_m1), *Prdm16* (Mm00712556_m1), *Tbx21* (Mm00450960_m1), *Gata3* (Mm00484683_m1), *Rorc* (Mm01261022_m1), *Ifng* (Mm01168134_m1), and *Ppargc1a* (*Pgc1*α) (Mm01208835_m1). Quantitative RT-PCR (qRT-PCR) was performed with EagleTaq Universal Master Mix using an Applied Biosystems StepOnePlus 96-well RT-PCR. ΔΔCt values were normalized to 18S rRNA (Applied Biosystems 4310893E) and to a control group of interest or background.

### Western blotting

Cells were directly lysed in radioimmunoprecipitation assay buffer (Abcam Western blotting protocol) containing cOmplete protease inhibitor mixture (Roche 11697498001), sodium fluoride, PMSF, sodium pyrophosphate, β-glycerophosphate, and sodium orthovanadate. Tissue was homogenized with an Omni Tissue Homogenizer in radioimmunoprecipitation assay buffer containing the above additives. Protein concentration was determined via the Coomassie protein assay reagent. Western blotting was performed using a standard protocol (Abcam Western blotting protocol). When using serum for Western blotting, polyvinylidene difluoride membranes were incubated with Ponceau solution prior to blocking to stain for total protein. After washing with TBST, membranes were blocked with milk solution, and Western blotting continued.

The following Abs were purchased from Cell Signaling Technology: anti-succinate dehydrogenase (SDHA) (D6J9M, 11998), anti-voltage-dependent anion channel (VDAC) (D73D12, 4661), anti-phospho-IGF-I receptor β (Tyr1131)/insulin receptor β (Tyr1146) (3021), anti-insulin receptor β (4B8, 3025), glucose transporter 4 (Glut4) (1F8, 2213), and anti-β-actin (D6A8, 8457). The following Abs were purchased from Abcam: anti-UCP-1 (ab10983), and anti-PGC1α (ab54481). The following Ab was purchased from Sigma-Aldrich: anti-actin (A2066). The following Ab was produced by Creative Biolabs as a custom rat hybridoma mAb production project: KLK1b22 (14C5). The proteins were detected with ECL Plus substrate or SuperSignal West Pico PLUS chemiluminescent substrate. The images were captured using a UVP BioSpectrum 500 Imaging System and analyzed with the accompanying software.

### Adipose tissue explant

This explant protocol was adapted from Pedersen et al. (29). Recombinant KLK1b22 was activated by thermolysin as outlined in the *Recombinant KLK1b22* section. Inguinal adipose tissue was harvested from WT C57BL/6J mice, cut into small pieces, and distributed into culture media (DMEM supplemented with 0.5 mM glucose, 2 mM sodium pyruvate, 2 mM glutamine, and antibiotics). Adipose tissue explants were incubated in the presence or absence of thermolysin-activated KLK for 1.5 h at 37°C and were subsequently stimulated in the presence or absence of 100 nM insulin for 45 min at 37°C. Tissue explants were washed with ice-cold PBS once and then snap frozen. The tissue was then processed for Western blotting as outlined in the *Western Blotting* section.

### Immunohistochemistry

Protocols were followed as outlined by Chi and Chandy (30) and Qiu et al. (31). Mice were sacrificed and perfused with PBS. Then inguinal white adipose tissue (WAT) was dissected out and fixed in 10% formalin overnight. Samples were then washed and stored in 70% ethanol until being embedded in paraffin. The tissue was cut in 4-mm sections and mounted on slides. Slides were stained with anti-UCP-1 (Abcam ab10983) and then developed with the VECTASTAIN ABC-HRP Kit (Vector Laboratories PK-4000) and DAB Peroxidase Substrate (Vector Laboratories SK4100). Samples were counterstained with hematoxylin.

### Flow cytometry

Procedures for adipose tissue flow cytometry were adapted from Orr et al. (32). Perigonadal WAT was dissected out of mice and digested in 2 mg/ml collagenase type II for 20 min at 37°C. The reaction was quenched with EDTA (15 mM) and ice incubation. The sample was then filtered through a 70-μm cell strainer and incubated with ACK lysis buffer. Spleens were dissected out of mice, mashed through a 70-μm cell strainer, and incubated with ACK lysis buffer.

The following Abs were purchased from BioLegend: BV510 anti-CD45 (30-F11, 103138), PE anti-F4/80 (BM8, 123110), Alexa Fluor 700 anti-CD11b (M1/70, 101222), BV650 anti-CD206 (C068C2, 141723), BV605 anti-CD8a (53-6.7, 100744), BV785 anti-CD25 (PC61, 102051), FITC anti-CD19 (6D5, 115506), and PerCP/cyanine 5.5 anti-CD3ε (145-2C11, 100328). The following Abs were purchased from BD Biosciences: anti-CD16/CD32 (mouse BD Fc block) (2.4G2, 553142), FITC anti-CD11c (HL3, 557400), allophycocyanin anti-Ly-6G and Ly-6C (RB6-8C5, 553129), FITC anti-CD8a (53-6.7, 553031), PE anti-CD4 (GK1.5, 553730), Alexa Fluor 647 anti-CD8a (53-6.7, 557682), allophycocyanin anti-CD4 (RM4-5, 553051), and PE-CF594 anti-CD4 (RM4-5, 562285). The following reagents and Abs were purchased from eBioscience: Fixable Viability Dye eFluor 780 (65-0865-14), FITC anti-CD3e (145-2C11, 11-0031-85), PerCP-cyanine 5.5 anti-Ly-6C (HK1.4, 45-5932-82), and eFluor 450 anti-FOXP3 (FJK-16s, 48-5773-82). The following reagent was purchased from Thermo Fisher Scientific: LIVE/DEAD Fixable Near-IR Dead Cell Stain Kit (L34976). The following Ab was purchased from Bio X Cell: InVivoMAb anti-CD16/CD32 (2.4G2, BE0307).

For intracellular staining, the eBioscience fixation/permeabilization kit was used (88-8824-00). After staining, all experiments were run on a BD FACSCalibur or BD FACSCelesta. Data were analyzed with FlowJo analysis software. Some samples were stained and sorted using a BD FACSAria II cytometer. These samples were from spleen and bone marrow. From spleen, T cells (CD3^+^) and B cells (CD19^+^) were obtained. From bone marrow, neutrophils (CD11b^+^, Ly6G^+^) and monocytes (CD11b^+^, Ly6C^+^) were obtained. After sorting, these samples were pelleted, then lysed in TRIzol, and qRT-PCR was performed as described in the *Real-Time PCR (Quantitative RT-PCR)* section above.

### Microarray

CD4^+^ and CD8^+^ T cells were isolated by MACS cell separation (Miltenyi Biotec) from spleens of WT and T-Rheb^−/−^ mice. Single biological samples were submitted to the Johns Hopkins Deep Sequencing and Microarray Core Facility and run on an Affymetrix Mouse Exon 1.0 ST Array. These data have been deposited to the Gene Expression Omnibus databank (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE156529).

### Adenovirus

Ad-GFP adenovirus (Ad) was purchased from Vector Biolabs. Ad-KLK1b22 adenovirus was generated using the Gateway Vector Kit adenoviral expression vector (Invitrogen) and amplified to a higher titer by Vector Biolabs. Adenovirus was stored in aliquots at −80°C until use. For in vivo use, adenovirus was diluted in PBS. WT mice were administered 2 × 10^9^ to 1 × 10^10^ PFU adenovirus via i.v. tail vein injection. This amount of active virus was similar to that used in previously published studies (33, 34). Fasting blood glucose was checked 2–3 wk after adenovirus injection, and IP-GTT was performed as indicated above in the *Blood Glucose Measurements* section.

### Recombinant KLK1b22

Recombinant KLK1b22 was generated by and purchased from Creative BioMart. The protein was produced in HEK293 cells. The supplied protein is pro-KLK1b22 and requires cleavage for full activation. For in vitro experiments, the activation protocol for recombinant human KLK1 (R&D Systems 2337-SE) was followed to cleave off the promoiety and fully activate the protein. In brief, recombinant KLK1b22 was incubated with 1 μg/ml thermolysin at 37°C for 1 h. This reaction was stopped by the addition of 1,10-phenanthroline to a final concentration of 10 mM.

For in vivo experiments, the supplied proprotein directly from Creative BioMart was used. WT mice were fasted for 7 h and then administered 43 μg recombinant KLK1b22 via i.v. tail vein injection. Blood glucose was measured 0.75 h after i.v. KLK1b22 administration. Then an IP-GTT was performed as outlined above in the *Blood Glucose Measurements* section.

### Phosphorylated insulin receptor stimulation and decay assays

HEK293T insulin receptor stimulation assays were adapted from Krishnan et al. (35). For adenovirus experiments, HEK293T were seeded onto poly-d-lysine–coated plates. The next day, cells were washed and incubated with virus at 25 multiplicities of infection for several hours, and then the virus was removed. The following day, cells were serum starved in 2% FBS-containing DMEM for 2 h. Then the cells were either stimulated with insulin (0.5 or 2 μg/ml) for the indicated durations or stimulated with insulin for 10 min, and then the insulin was washed out and the cells were rested in HBSS until harvesting for Western blot analysis.

For recombinant protein experiments, HEK293T cells were seeded onto poly-d-lysine–coated plates. The following day, cells were serum starved in 2% FBS-containing DMEM for 2 h. For the last 30 min of serum starvation, cells were incubated in 5 μg/ml of thermolysin-activated recombinant KLK1b22 (protocol outlined in the *Recombinant KLK1b22* section above). At the end of serum starvation, the cells were stimulated with insulin (0.5 μg/ml) for 10 min, and then the insulin was washed out and the cells were rested in HBSS until harvesting for Western blot analysis.

### Adoptive transfer

Adoptive transfer experiments were performed by transferring cells via retro-orbital injection into *Rag2*^−/−^ mice. In brief, spleens and lymph nodes of WT C57BL/6J or 129S1/SvImJ mice were harvested and mashed through a 70-μm cell strainer. Then cells were isolated with a mouse CD8a^+^ T Cell Isolation Kit (Miltenyi Biotec 130-104-075). Purity was then checked via flow cytometry. A total of 1 × 10^6^ CD8^+^ cells were then transferred into *Rag2*^−/−^ mice. Cells were allowed to homeostatically proliferate. Mice were cheek bled periodically to check engraftment of the cells. Ten to 24 d after cell transfer, mice were fasted, and an IP-GTT was performed.

### Statistical analysis

All of the graphs were created and statistical analyses performed using GraphPad Prism software. The specific statistical tests performed are the recommended tests from GraphPad Prism and are outlined in each figure legend. A D’Agostino and Pearson normality test or a Shapiro-Wilk normality test was performed to determine if the data had a normal Gaussian distribution and guide in the use of a parametric versus nonparametric test. A *p* value less than 0.05 was considered statistically significant (*p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001, ****p ≤ 0.0001). The SEM is shown for all data.

## Results

### T-Rheb^−/−^ mice have improved glucose use despite increased weight

We have previously shown that T cells lacking the mTORC1 activator Rheb (T-Rheb^−/−^) fail to develop into CD4^+^ Th1 and Th17 as well as CD8^+^ effector cells (5, 7, 8). While breeding these mice, we noticed that T-Rheb^−/−^ mice were notably heavier than control mice over time (Fig. 1A). This observation of increased weight led us to characterize the overall metabolic phenotype of these mice. Interestingly, T-Rheb^−/−^ mice had significantly decreased total cholesterol and triglycerides, with similar HDL cholesterol, compared with WT mice (Fig. 1B). Thus, even though T-Rheb^−/−^ mice were heavier, they surprisingly displayed a healthier lipid profile.

**FIGURE 1.**
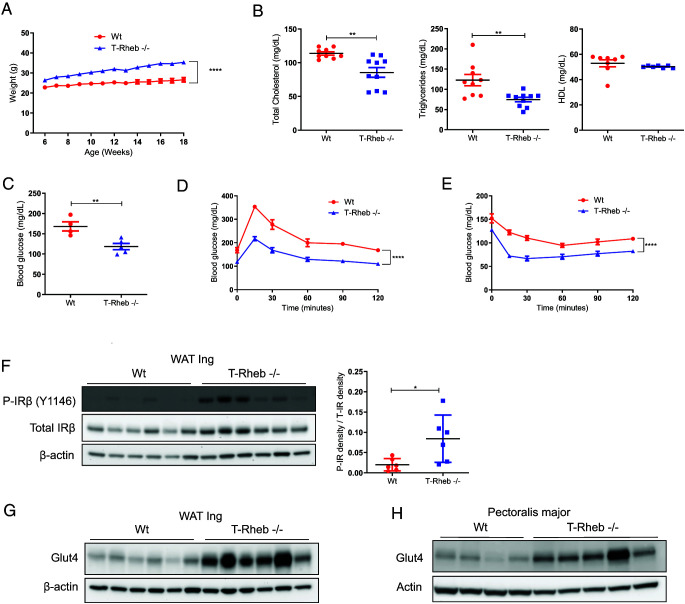
T-Rheb^−/−^ mice are heavier than control mice but demonstrate improved glucose and insulin tolerance. (**A**) Summary data of mouse weight on a normal chow diet starting at 6 wk of age. (**B**) Mice were fasted overnight; serum was isolated; and total cholesterol, triglycerides, and HDL were interrogated. (**C**) Mice were fasted for 7 h, and fasting blood glucose levels were obtained. (**D**) Mice were fasted for 7 h, then challenged with 1 g/kg glucose i.p., and blood glucose was measured over the indicated time course. (**E**) Mice were fasted for 2 h, then challenged with 0.5 U/kg insulin i.p., and blood glucose was measured over the indicated time course. (**F**) Left: Inguinal WAT (WAT Ing) was interrogated for phospho-IGF-I receptor β (P-IGF-I R β) (Y1131)/phospho-insulin receptor β (P-IR β) (Y1146) signaling via Western blot analysis. Right: The ratio of p-IR and total IR was determined by densitometry. (**G**) Western blot analysis performed on inguinal WAT from WT and T-Rheb^−/−^ mice. (**H**) Western blot analysis performed on pectoralis major skeletal muscle from WT and T-Rheb^−/−^ mice. Data are representative of three or more independent experiments of 5-mo-old mice (A, C–E) or 3-mo-old mice (B, F–H). An unpaired *t* test was performed for (B), (C), and (F), and repeated measures two-way ANOVA was performed for (A), (D), and (E) for statistical analysis (*p < 0.05, **p ≤ 0.01, ****p ≤ 0.0001). *n* = 4–10 mice per group. Data are mean ± SEM.

With regard to glucose metabolism, initially on the basis of their increased weight, we hypothesized that these overweight mice might represent a model of type 2 diabetes. However, perhaps consistent with their healthier lipid profile, we found the exact opposite. Fasted T-Rheb^−/−^ mice had significantly lower fasting blood glucose than WT mice (Fig. 1C). Furthermore, T-Rheb^−/−^ mice showed improved glucose tolerance and insulin sensitivity (Fig. 1D, 1E), with no difference in serum levels of insulin or adiponectin (Supplemental Fig. 1A, 1B). They did have increased serum leptin (Supplemental Fig. 1C). Next, T-Rheb^−/−^ mice were tested to determine if they could maintain their enhanced glucose use when challenged with an HFD. Surprisingly, when T-Rheb^−/−^ mice were fed an HFD, they actually gained less weight than the control mice (Supplemental Fig. 1D). When HFD-fed mice were fasted, the T-Rheb^−/−^ mice had significantly lower fasting blood glucose than control animals (Supplemental Fig. 1E). Furthermore, HFD-fed T-Rheb^−/−^ mice had significantly improved glucose tolerance and insulin sensitivity (Supplemental Fig. 1F), as seen in the experiment with mice receiving a normal diet (Fig. 1D, 1E). Thus, T-Rheb^−/−^ mice did retain improved glucose homeostasis when challenged with the obesogenic diet. Overall, despite their obesity, T-Rheb^−/−^ mice did not exhibit a type 2 diabetes profile, but rather showed improved glucose tolerance and insulin sensitivity (even when challenged with an HFD).

WAT and skeletal muscle are major insulin-sensitive tissues in the body. Upon insulin stimulation, the insulin receptor triggers the translocation of Glut4 to the plasma membrane to facilitate glucose uptake into the tissues and lower the blood glucose (36). Strikingly, T-Rheb^−/−^ mice had significantly increased basal phosphorylation of the insulin receptor in inguinal WAT without any additional ex vivo stimulation (Fig. 1F). In addition, inguinal WAT and pectoralis major skeletal muscle of T-Rheb^−/−^ mice had greatly increased Glut4 protein levels (Fig. 1G, 1H). Collectively, these data indicate that heavier T-Rheb^−/−^ mice have the capacity to increase their tissue glucose uptake with enhanced insulin receptor activation and increased Glut4 protein.

### T-Rheb^−/−^ mice have increased total and beige adipose tissue

Next, we tried to address the question why the T-Rheb^−/−^ mice appeared to be heavier. The most abundant and primary type of adipose tissue is WAT (37). WAT is crucial for energy storage and regulates systemic metabolism by producing adipokines (37, 38). A second distinct category of adipose tissue is brown adipose tissue (BAT) (37). BAT is enriched in mitochondria and expresses high levels of UCP-1, which generates heat via nonshivering thermogenesis (37). Beige adipose tissue is a third type of adipose tissue that is dispersed within WAT pads (37, 39, 40). Beige adipose tissue has characteristics of BAT, including increased mitochondria and UCP-1. There are numerous reports that posit a beneficial role of beige adipose tissue to restore energy balance in the face of caloric or energy surplus (37, 41). Because the T-Rheb^−/−^ mice are overweight (Fig. 1A), we decided to characterize their adipose tissue. T-Rheb^−/−^ mice had increased adipose tissue mass, resulting in increased body fat percentage, but with no difference in actual lean weight and a slight decrease in lean body mass percentage (Fig. 2A).

**FIGURE 2.**
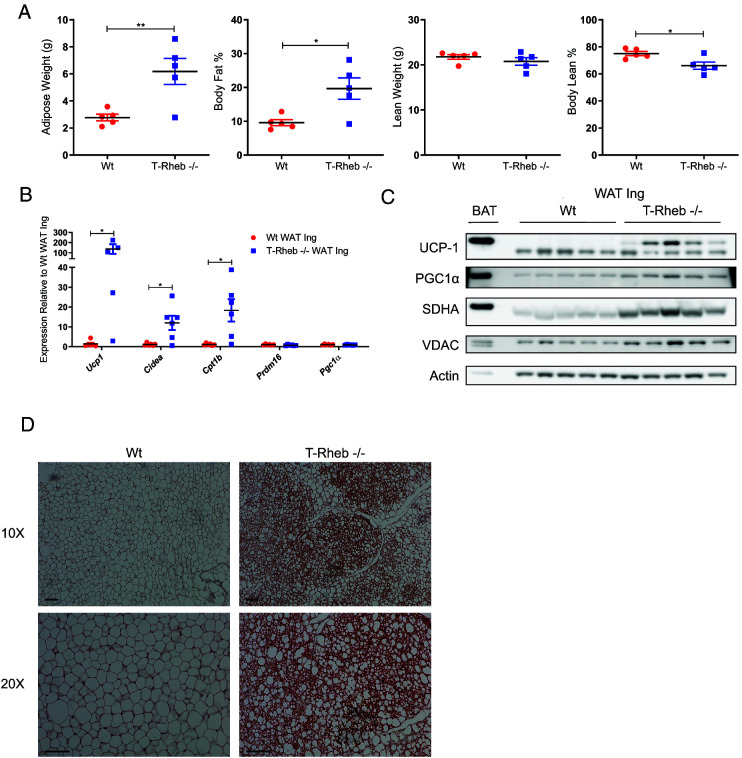
T-Rheb^−/−^ mice have increased adipose tissue and enhanced beige adipose tissue generation. (**A**) Total adipose weight, body fat percentage, lean weight, and body lean percentage were calculated via echo magnetic resonance imaging on 5-mo-old mice. (**B**) qRT-PCR was performed on inguinal WAT (WAT Ing) from WT and T-Rheb^−/−^ mice for the indicated genes. (**C**) Western blot analysis was performed on inguinal WAT (20 μg) and BAT (6 μg) to assess levels of the indicated proteins in WT and T-Rheb^−/−^ mice. (**D**) Inguinal WAT was stained for UCP-1 (brown) and counterstained with hematoxylin (blue) in both WT and T-Rheb^−/−^ mice. Scale bar, 10 µm. Data are representative of three or more independent experiments. An unpaired *t* test was performed for (A) and (B) (*p ≤ 0.05, **p ≤ 0.01). *n* = 4–6 mice/samples per group. Data are mean ± SEM.

Because T-Rheb^−/−^ mice had increased adipose tissue (Fig. 2A), yet with an improved metabolic state (Fig. 1), their beige adipose tissue content was assessed. The search for beige adipose tissue focused on the inguinal WAT pad because this is a common site of beige adipose tissue development in mice (39). Indeed, T-Rheb^−/−^ mice had increased mRNA expression of beige adipose tissue markers, including *Ucp1*, *Cidea*, and *Cpt1b*, in the inguinal WAT fat pad; mRNA expression of *Prdm16* and *Pgc1*α was not altered (Fig. 2B). The increased *Ucp1* mRNA expression translated to increased UCP-1 protein levels as assessed by both Western blotting and immunohistochemistry (Fig. 2C, 2D). Despite no increase in *Pgc1*α mRNA expression, adipose tissue from T-Rheb^−/−^ mice increased protein expression of PGC1α, the master transcriptional coactivator of mitochondrial biogenesis, as well as the mitochondrial proteins SDHA and VDAC (Fig. 2C). Inguinal WAT of T-Rheb^−/−^ mice also exhibited a multilocular morphology indicative of beige adipose tissue (Fig. 2D). These data reveal that T-Rheb^−/−^ mice have more of the metabolically active beige adipose tissue.

### T-Rheb^−/−^ mice maintain an anti-inflammatory adipose tissue microenvironment

Adipose-infiltrating immune cells perform a critical role in the regulation of adipose tissue homeostasis (37, 42–44). In obesity, as adipose tissue mass increases, the normally anti-inflammatory immune microenvironment shifts toward a proinflammatory milieu (37, 42). The interplay between the immune system and obese-state adipose tissue is a potential mechanism for the development of insulin resistance, a key factor in type 2 diabetes (43). Therefore, we characterized the infiltrating T cells in WAT. T-Rheb^−/−^ and WT mice showed no significant differences in their percentages of infiltrating CD4^+^ or CD8^+^ T cells in perigonadal WAT (Fig. 3A, 3B). However, perigonadal WAT of T-Rheb^−/−^ mice had increased regulatory T cell (Foxp3^+^) infiltration (Fig. 3C, 3D). Regulatory T cells support an anti-inflammatory environment in adipose tissue that is beneficial in maintaining insulin sensitivity (37, 42). Additionally, we profiled the adipose tissue infiltrating CD4^+^ T cells to determine if there was any difference in Th cell subtypes between WT and T-Rheb^−/−^ mice. We observed no difference in *Tbx21*, *Gata3*, *Rorc*, or *Ifng* gene expression (Fig. 3E).

**FIGURE 3.**
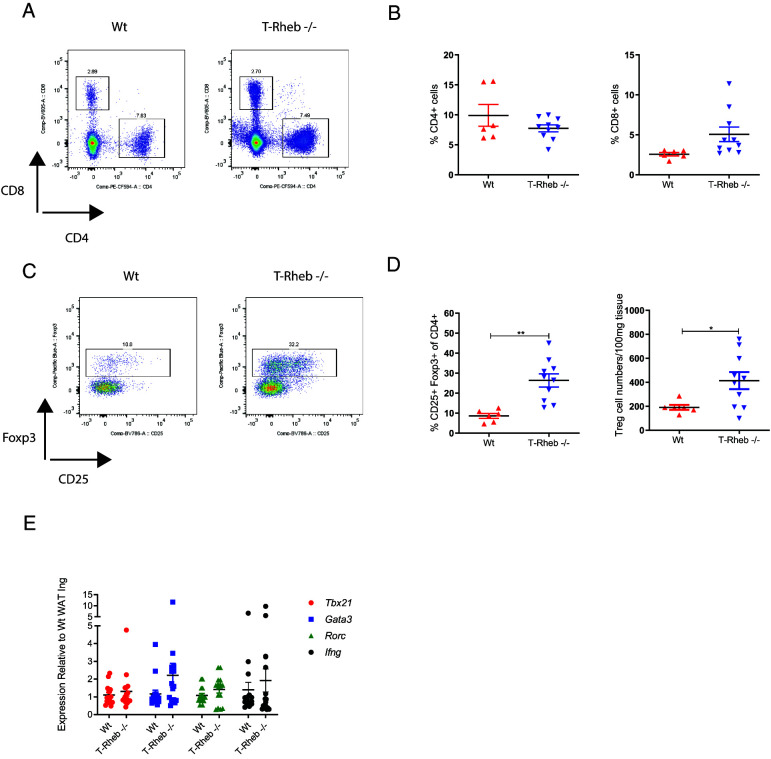
T-Rheb^−/−^ mice have increased adipose tissue infiltrating T regulatory cells. Cells were isolated from the perigonadal WAT (WAT Pg) of normal chow diet–fed WT or T-Rheb^−/−^ mice, and flow cytometric analysis was performed. All cells were gated on live-dead stain^−^, CD45^+^, and a single-cell gate. (**A**) Representative flow plots for CD4^+^ versus CD8^+^ cells. (**B**) Summary analysis of the percentage of CD4^+^ and CD8^+^ cells. (**C**) Representative flow plots for Foxp3^+^, CD25^+^ pregated on CD4^+^ (T regulatory cells). (**D**) Summary analysis of the percentage of CD4^+^, Foxp3^+^, CD25^+^ T regulatory cells, and numbers of T regulatory cells normalized per 100 mg of adipose tissue. (**E**) qRT-PCR was performed on inguinal WAT (WAT Ing) from WT and T-Rheb^−/−^ mice for the indicated genes. Data are three pooled experiments (E) or representative of three or more independent experiments (A–D). An unpaired *t* test was performed for statistical analysis (*p ≤ 0.05, **p ≤ 0.01). *n* = 6–10 mice per group (A–D) and 16 mice pooled per group (E). Data are mean ± SEM.

Macrophages are a major infiltrating cell type present by total number and percentage in adipose tissue. However, we did not find any significant differences in total macrophages (live, CD45^+^, CD11b^+^ F4/80^+^) in the WAT of WT and T-Rheb^−/−^ mice (Supplemental Fig. 2A, 2B). Additionally, when we evaluated adipose tissue infiltrating M1 (classically activated live, CD45^+^, CD11b^+^, F4/80^+^, CD11c^+^, CD206^−^) versus M2 (alternatively activated live, CD45^+^, CD11b^+^, F4/80^+^, CD11c^−^, CD206^+^) macrophages, we observed no significant differences (Supplemental Fig. 2C, 2D) (45). The immune microenvironment of WAT in T-Rheb^−/−^ mice is consistent with their improved insulin sensitivity and glucose homeostasis.

### KLK1b22 is expressed in Rheb^−/−^ T cells and enhances blood glucose clearance

Because the T cell populations in WAT of T-Rheb^−/−^ and WT mice were different due to the deletion of Rheb, we performed microarray analysis to investigate differences in gene expression of the CD4^+^ and CD8^+^ T cells from these mice. 

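Splenic CD4+ and CD8+ T cells from WT C57BL/6J and T-Rheb-/- mice were separated by MACS after lysis of the red blood cells, and their RNA was run on 4 Affymetrix Mouse Exon 1.0 ST arrays, 1 array for each genotype and cell type. The sample labels give an age of 6 wk. There were no replicates, so none of the differences has a replicate check, no test was run, and genes were counted by fixed rules of size. This array reads a gene with several probesets, each a small set of short DNA probes placed mostly within 1 exon. The deposited table holds 1 value per probeset between 2.12 and 15.87, which was read as a log2 signal from its range. The log base, background correction and normalization between arrays are not given in the sources used here. The array medians were 6.66 for WT CD4+, 6.68 for WT CD8+, 6.69 for T-Rheb-/- CD4+ and 6.71 for T-Rheb-/- CD8+ T cells, and the table carries no detection calls. Of 1180331 probesets, 314031 had 1 gene symbol and were used, 6290 had several and 860010 had none and stayed unnamed here. The level of a gene was the median over its probesets, and a difference was the T-Rheb-/- level minus the WT level within a cell type. Genes were counted when they had at least 3 probesets and a level above the array's median of all probesets in at least 1 array, which left 14456 genes.
*Rheb*, the small GTPase that activates mTORC1 and the gene deleted in these mice, was lower in T-Rheb-/- cells at each of its 11 probesets in both cell types. Its level was 10.22 in WT CD4+ and 9.36 in T-Rheb-/- CD4+ T cells, a difference of -0.86, and 10.23 in WT CD8+ and 9.17 in T-Rheb-/- CD8+ T cells, a difference of -1.06. The difference was uneven over the probesets. Probeset 5228366 was lower by at least 12.7-fold in CD4+ and at least 12.2-fold in CD8+ T cells, taking the array median as the background level, below which its T-Rheb-/- signal lay. The other 10 probesets had median differences of -0.59 and -0.71. Which probesets lie in the loxP-flanked part was not analysed here, and a probeset outside that part does not check the deletion.
*Cd4* had a level of 12.87 in WT and 12.96 in T-Rheb-/- CD4+ T cells against 8.58 and 8.59 in the CD8+ T cells, and *Cd8a* had 12.98 and 13.23 in CD8+ against 6.45 and 7.11 in CD4+ T cells. The 18 counted genes of T cell identity had median differences of -0.05 in CD4+ and 0.01 in CD8+ T cells, near the middle of 10000 random lists of the same size matched on mean level (percentiles 35.9 and 62.3). Markers of other cell types were not level between the arrays. The monocyte and macrophage markers had a median level of 10.20 in WT CD8+ against 6.70 in WT CD4+ T cells. *Cd74*, counted here as a B cell marker, was at 12.91 against 9.85, so a difference in these arrays need not come from T cells. All 7 counted erythroid markers were higher in T-Rheb-/- CD4+ T cells, by a median of 1.66, with *Car1*, a carbonic anhydrase of red blood cells, at 10.72 in WT and 13.36 in T-Rheb-/-, while in CD8+ T cells 5 were higher and 2 lower, with a median of 0.56 (percentile 100 in both), as low as 0.19 under the alternatives (percentile 97.1). All 13 monocyte and macrophage markers were lower in T-Rheb-/- CD8+ T cells, by a median of -0.52 (percentile 0), with a median of -0.02 in CD4+ T cells (percentile 29.1). Medians in CD4+ and CD8+ T cells were 0.17 (percentile 99.96) and -0.04 for B cell markers. They were 0.21 and -0.33 for neutrophil markers (the latter at percentile 0.15, and down to -0.75 under the alternatives). For dendritic cell markers they were 0.10 and -0.10, for NK cell markers -0.07 and -0.43 (percentile 0.54) and for platelet markers 0.16 and -0.26. With levels under the array median raised to it, an alternative added after the data were seen, the NK cell median in CD8+ T cells was 0.03.

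**Figure D1:**
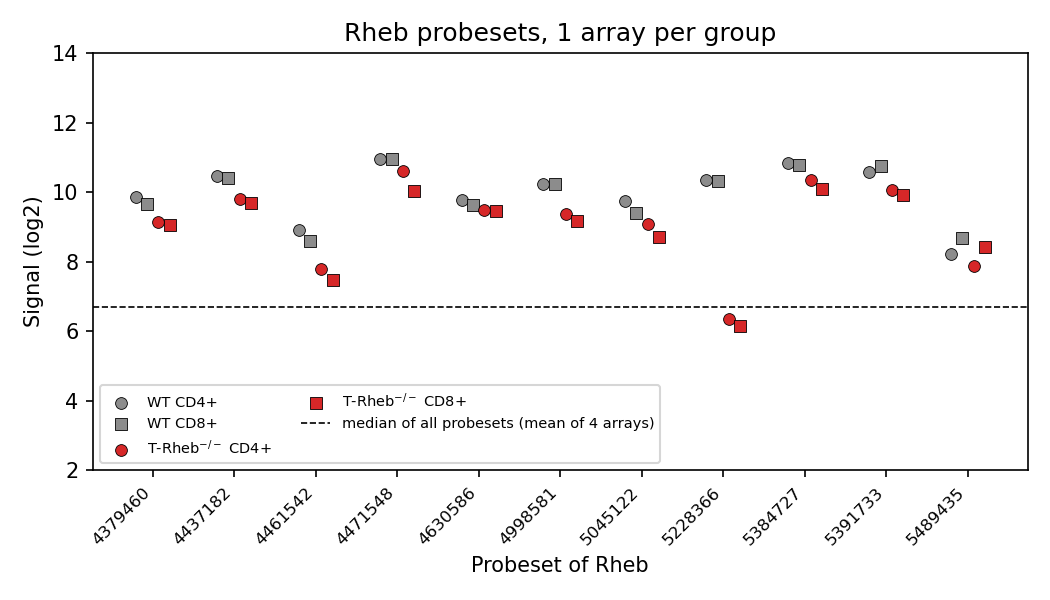
Signal (log2) of the 11 *Rheb* probesets, each named by its number on the x axis, in the 4 arrays. Circles are CD4+ and squares CD8+ T cells, gray is WT and red T-Rheb-/-, and the dashed line is the median of all probesets, as the mean of the 4 arrays. The T-Rheb-/- points lie below the WT points of the same cell type at every probeset, and below the dashed line only at probeset 5228366.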

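*Klk1b22*, which encodes a secreted serine protease of the kallikrein family, had the largest difference by genotype of all 14456 counted genes in both cell types. In CD4+ T cells its level was 4.74 in WT and 11.49 in T-Rheb-/- cells, a log2 difference of 6.75. In CD8+ T cells its level was 4.97 in WT and 11.81 in T-Rheb-/- cells, a log2 difference of 6.84. The WT levels lay below the array medians, where signal and background are not separated, so these differences are not exact. With the WT array median as the background level, *Klk1b22* was at least 28.4-fold higher in CD4+ and at least 35.1-fold higher in CD8+ T-Rheb-/- T cells. The WT levels were above 21.3% of all probesets of the CD4+ array and 24.2% of those of the CD8+ array.
Each of the 4 probesets assigned to *Klk1b22* alone was higher in T-Rheb-/- cells. Their differences ran from 3.87 to 7.84 in CD4+ and from 5.46 to 7.79 in CD8+ T cells. Another 2 probesets shared with *Klk1b21* and *Klk1b24* were also higher, by 4.84 and 3.63 in CD4+ and by 5.67 and 5.03 in CD8+ T cells, and were left out of the level because they name no single gene. With levels under the array median raised to it in all genes, *Klk1b22* still ranked first, at 4.83 in CD4+ and 5.13 in CD8+ T cells, ahead of *Ifi204*, an interferon-inducible gene, at 4.47 in CD4+ and *Klk1b11* at 2.85 in CD8+ T cells.

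**Figure D2:**
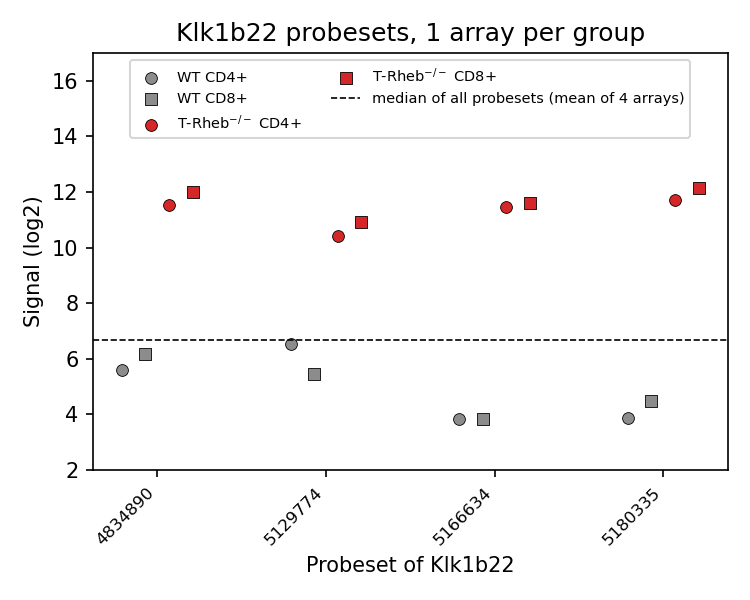
Signal (log2) of the 4 probesets assigned to *Klk1b22* alone, each named by its number on the x axis, in the 4 arrays. Circles are CD4+ and squares CD8+ T cells, gray is WT and red T-Rheb-/-, and the dashed line is the median of all probesets, as the mean of the 4 arrays. All WT points lie below the dashed line, and the lowest T-Rheb-/- point is at 10.42.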

Expression of the serine protease *Klk1b22* was greatly increased in both CD4^+^ and CD8^+^ T cells isolated from Rheb^−/−^ mice (Fig. 4A). This increased expression was also confirmed at both the mRNA and protein levels in splenocytes (Fig. 4B). Furthermore, T-Rheb^−/−^ mice also had increased serum levels of KLK1b22 (Fig. 4B, right). Thus, increased T cell expression of KLK1b22 in T-Rheb^−/−^ mice coincides with increased secreted KLK1b22 in their serum. To determine if Rheb deletion controlled KLK1b22 expression, we treated WT C57BL/6J T cells with rapamycin and deleted Rheb in mouse embryonic fibroblasts (data not shown). Neither of these conditions increased KLK1b22 expression. These findings were a little perplexing in that they suggested that although KLK1b22 expression was markedly increased in the T cells from the T-Rheb^−/−^ mice, mTOR inhibition or even the direct deletion of Rheb itself was not necessary for promoting KLK1b22 expression (see below for more on this topic). To see if *KLK1b22* was limited to T cells or expressed in other immune cells, we sorted out T cells, B cells, neutrophils, and monocytes from T-Rheb^−/−^ and WT mice. We found that T cells had the most expression of *KLK1b22* (Supplemental Fig. 3A), whereas B cells had some expression with monocytes and neutrophils had minimal expression.

**FIGURE 4.**
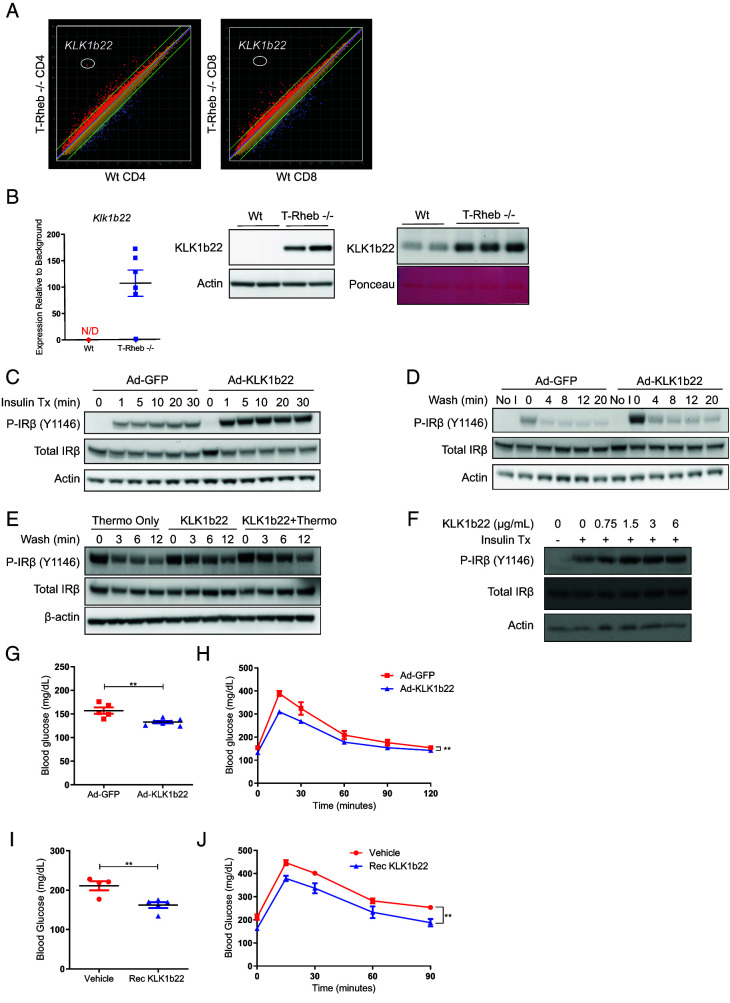
Rheb^−/−^ T cells express KLK1b22, which can decrease blood glucose and improve glucose tolerance. (**A**) Microarray analysis was performed on CD4^+^ and CD8^+^ T cells. (**B**) Splenocytes were analyzed via qRT-PCR (left) and Western blotting for KLK1b22 (middle). N/D, not detected. Serum was analyzed via Western blotting and Ponceau stain was used for the loading control. (**C**) HEK293T cells were transduced with adenovirus (Ad) GFP or KLK1b22, serum starved, and stimulated with insulin. Cells were collected, and Western blotting was performed. (**D**) Ad-transduced HEK293T cells were stimulated with insulin for 10 min, insulin was washed out, and cells were rested in HBSS for the indicated duration, at which point cells were collected and Western blotting was performed. (**E**) HEK293T cells were serum starved; pretreated with thermolysin, KLK1b22, or thermolysin-treated KLK1b22 for 30 min; then stimulated with insulin for 10 min, insulin was washed out, and cells were rested in HBSS for the indicated duration. Cells were collected, and Western blotting was performed. (**F**) Inguinal WAT was isolated from 6-wk-old WT C57BL/6J mice and chopped into small pieces. Adipose tissue was incubated with thermolysin-activated KLK1b22 and then stimulated with insulin. (**G**) Two-month-old WT C57BL/6J mice were injected with Ad-GFP or KLK1b22 i.v., and 3 wk later blood glucose was measured after a 7-h fast. (**H**) Mice from (G) were fasted for 7 h, then challenged with 2 g/kg glucose i.p., and blood glucose was measured. (**I**) Two-month-old WT C57BL/6J mice were fasted for 7 h and treated with recombinant KLK1b22; 45 min later, mice had blood glucose measured. (**J**) Mice from (I) were challenged with 2 g/kg glucose i.p., and blood glucose was measured. Microarray data are from one experiment. Other data are representative of two (B right, F, I, J) or three (B left, B middle, C, D, E, G, H) independent experiments. An unpaired *t* test was performed for (F) and (H), and repeated measures two-way ANOVA was performed for (G) and (I) (**p ≤ 0.01). *n* = 1–7 mice/samples per group. Data are mean ± SEM.

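Of the 14456 counted genes, 15 were at least 2-fold higher and 25 at least 2-fold lower in T-Rheb-/- than in WT cells in both cell types. Counted within each cell type, with the shared genes included, 96 were higher and 64 lower in CD4+, and 42 higher and 106 lower in CD8+ T cells. Independent lists of these sizes would share 0.279 higher and 0.469 lower genes, although the CD4+ and CD8+ T cells of a genotype may come from the same mice. Most genes differed little, and 92.6% in CD4+ and 91.8% in CD8+ T cells lay within 0.5 of 0 on the log2 scale. After *Klk1b22*, the genes with the largest positive differences in both cell types, ordered by the smaller, were *Klk1b11* (2.87 in CD4+ and 2.97 in CD8+ T cells), *Magi1* (2.80 and 3.04), *Trav7d-6*, a T cell receptor variable segment (2.71 and 1.97), *Klk1b7-ps*, a kallikrein pseudogene (1.69 and 1.94), *Elavl4*, a neuronal RNA-binding protein (1.72 and 1.68), and *Arntl2*, a clock transcription factor (1.77 and 1.60). They were followed by *2410018L13Rik* (1.67 and 1.47), *Ifi204* (5.29 and 1.25) and *Xkr6* (1.82 and 1.23). The genes with the largest negative differences in both were *AI506816* (-3.38 and -3.33), *Rab6b*, a small GTPase of Golgi transport (-2.96 and -3.29), *Oasl2* (-2.89 and -2.67), *Cfap74* (-2.58 and -1.99), *Cpm*, a carboxypeptidase (-1.97 and -1.91), and *Slc1a5*, a glutamine transporter (-1.77 and -2.01). *Ifit3* (-1.73 and -2.28), *Serpina3f* (-1.74 and -1.55), *Ifi44* (-1.52 and -1.65) and *Ifit1* (-1.34 and -1.43) completed the 10 largest. In several of these genes 1 genotype lay under the array median, so their differences are not exact. With such levels raised to the array median, 10 of the 15 higher and 19 of the 25 lower genes remained, and *Elavl4* (0.78 and 0.76), *Arntl2* (0.69 and 0.81) and *Serpina3f* (-0.72 and -0.08) fell short of 2-fold. With the mean over probesets 8 of the 15 higher and 12 of the 25 lower genes remained, and with the median of the differences within probesets 7 and 12. Over all alternatives the smallest sizes were 1.59 and 1.02 for *Trav7d-6*, 1.53 for *Magi1* in CD8+, 1.08 and 1.03 for *Klk1b7-ps*, 0.95 for *2410018L13Rik* in CD8+, -2.14 and -2.00 for *AI506816*, -1.68 for *Cfap74* in CD4+ and -1.40 for *Ifit3* in CD8+ T cells.
*Oasl2*, *Ifit3*, *Ifi44* and *Ifit1* are induced by type I interferon. Of 23 counted interferon response genes, 6 were at least 2-fold lower in both cell types and none was 2-fold higher, with medians of -0.51 in CD4+ and -0.54 in CD8+ T cells (percentile 0 of the random lists in both). *Ifi204*, interferon-inducible but not on this list, went the other way, at 5.29 and 1.25. The monocyte and macrophage markers were lower in the T-Rheb-/- CD8+ array as well. Among 19 genes of sterol synthesis, 15 were above 0 in CD4+ and 17 in CD8+ T cells, with medians of 0.22 and 0.35 (percentile 100 in both). *Sqle*, the squalene epoxidase, was at 0.61 and 1.16 and *Idi1* at 0.53 and 0.46. Cytosolic ribosomal protein genes had medians of 0.16 and 0.15 (percentile 100 in both), the latter as low as 0.04 under the alternatives. The 42 counted genes of the mTOR pathway had medians of -0.05 in each cell type (percentiles 28.8 and 40.4), and none but *Rheb* in CD8+ T cells differed by 2-fold. *Ddit4*, an inhibitor of mTORC1, was at -0.64 and -0.52. Medians in CD4+ and CD8+ T cells were -0.01 and 0.02 for glycolysis, -0.01 and -0.05 for ATF4 targets, -0.02 and -0.01 for insulin signaling and 0.11 and 0.02 for oxidative phosphorylation (percentile 99.95 in CD4+ T cells). *Asns*, the asparagine synthetase among the ATF4 targets, was at 1.81 in CD4+ and 0.01 in CD8+ T cells, and erythroid markers were also higher in that CD4+ array. Across the 14456 genes, the differences in CD4+ and CD8+ T cells had a Pearson correlation of 0.368 and a Spearman correlation of 0.311, over genes that are not independent replicates. With the mean over probesets in place of the median, the difference of *Ifi204* was 2.05 in CD4+ and -0.17 in CD8+ T cells. With the median of the differences within probesets, also added after the data were seen, *Xkr6* was at 0.62 and 0.33. With the 75th percentile of all probesets as the background level, 9 genes in place of 15 were higher in both. From the arrays, the qRT-PCR and Western blotting of splenocytes and qRT-PCR of sorted cells, the paper states that T cells of T-Rheb-/- mice express KLK1b22. Among sorted T cells, B cells, neutrophils and monocytes it found the highest *Klk1b22* expression in T cells.

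**Figure D3:**
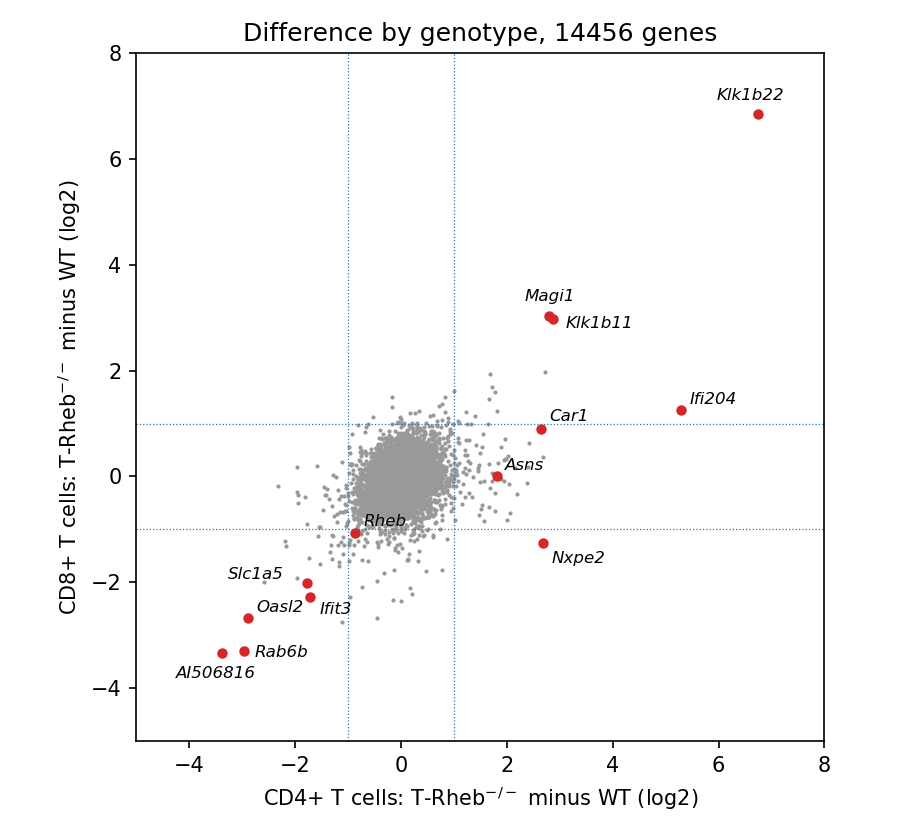
Difference by genotype (T-Rheb-/- minus WT, log2) of each of the 14456 counted genes in CD4+ T cells on the x axis and in CD8+ T cells on the y axis, with 1 array per group. Each point is a gene, red points are named genes, and dotted lines mark a 2-fold difference. *Klk1b22* lies at 6.75 and 6.84, apart from all other points.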

Because T-Rheb^−/−^ mice showed increased insulin receptor phosphorylation in WAT (Fig. 1F), experiments were undertaken to determine if KLK1b22 could modulate phosphorylation of the insulin receptor. HEK293T cells were transduced with an adenovirus expressing KLK1b22 and stimulated with insulin in a protocol adapted from Krishnan et al. (35). Insulin receptor phosphorylation was increased at each time point in the adenovirus KLK1b22–treated cells versus adenovirus GFP control cells (Fig. 4C). Next, adenovirus-transduced cells were stimulated with insulin, followed by a wash to remove the insulin and increased lengths of rest time in HBSS to monitor signal decay. The adenovirus KLK1b22 cells maintained higher levels of insulin receptor phosphorylation than control cells at all time points (Fig. 4D). In further insulin washout experiments, recombinant KLK1b22 that was fully activated with thermolysin also increased and prolonged insulin receptor phosphorylation over time (Fig. 4E). Next, we performed an adipose tissue explant experiment to determine if recombinant KLK1b22 could also mediate insulin receptor phosphorylation in mouse adipose tissue ex vivo. When adipose tissue was pretreated with thermolysin-activated recombinant KLK1b22, we saw enhanced insulin receptor phosphorylation with insulin treatment compared with insulin treatment alone (Fig. 4F). These in vitro data (Fig. 4C–4E) are consistent with our in vivo adipose tissue data from T-Rheb^−/−^ mice (Fig. 1F), illustrating a role for KLK1b22 in mediating insulin receptor phosphorylation.

On the basis of these results that KLK1b22 could enhance and prolong insulin receptor phosphorylation in vitro and ex vivo (Fig. 4C–4F), we decided to investigate if KLK1b22 could affect blood glucose levels in vivo. WT C57BL/6J mice were administered injections with either adenovirus GFP or adenovirus KLK1b22 via the tail vein to systemically increase KLK1b22 levels. We observed the highest KLK1b22 expression in the livers of the Ad-KLK1b22 mice (Supplemental Fig. 3B). Two weeks later, mice were fasted, and we observed that the adenovirus KLK1b22 mice had fasting blood glucose levels that were significantly lower than those in adenovirus GFP control animals (Fig. 4G), an outcome similar to that seen in T-Rheb^−/−^ mice (Fig. 1C). Furthermore, adenovirus KLK1b22–injected mice challenged with a glucose bolus showed better glucose tolerance than control animals (Fig. 4H). Similarly, direct i.v. administration of recombinant KLK1b22 protein decreased fasting blood glucose versus vehicle control (Fig. 4I) and also improved glucose tolerance (Fig. 4J). These results indicate that KLK1b22 can modulate insulin receptor phosphorylation and improve glucose clearance in mice. Of note, no significant differences in adipose tissue amount or beige adipose tissue development were observed between the adenovirus GFP– and adenovirus KLK1b22–infected mice (data not shown). Consistent with the in vitro and ex vivo data (Fig. 4C–4F), these in vivo findings suggest that the improved glucose tolerance in T-Rheb^−/−^ mice is due at least in part to a direct action of KLK1b22.

### T-Rheb^−/−^, 129S1/SvImJ, and C3H/HeJ mouse T cells express KLK1b22 independent of Rheb deletion, which leads to improved glucose use

Although it initially appeared that T cell–produced KLK1b22 was a phenomenon specific to the T-Rheb^−/−^ model, as mentioned above, we were perplexed that we could not recapitulate KLK1b22 expression by depleting Rheb. From searching the literature, we became aware of a study performed for the Immunological Genome Project characterizing 39 inbred mouse strains. Interestingly, and to our knowledge unnoticed by others, the Mouse Phenome Database reported increased *Klk1b22* expression in CD4^+^ T cells in two strains; *Klk1b22* expression was detected in CD4^+^ T cells of 129S1/SvImJ and C3H/HeJ mice (46). This gene was one of several examples of differences within the screened mouse cohort, and no significance or role was postulated for these differences. We confirmed *Klk1b22* expression in blood from WT 129S1/SvImJ, WT C3H/HeJ, and T-Rheb^−/−^ mice, whereas it was undetected in blood from WT C57BL/6J mice (Fig. 5A). Independently, a study by Champy and colleagues comparing C57BL/6J, 129SvPas, C3HeB/FeJ, and BALB/cByJ mice found improved glucose tolerance after an oral glucose challenge in the 129SvPas, C3HeB/FeJ, and BALB/cByJ mice (47). However, of note, in this study, there was no mechanism accounting for this observation and certainly no mention of KLK1b22. In our study, we found that 129S1/SvImJ, C3H/HeJ, and T-Rheb^−/−^ mice that produce KLK1b22 in their T cells had decreased fasting blood glucose compared with WT C57BL/6 mice (Fig. 5B). These three types of mice also had significantly better glucose tolerance than C57BL/6 mice in an i.p. glucose challenge (Fig. 5C). Notably, in relation to our initial observations, 129S1/SvImJ and C3H/HeJ mice expressed normal levels of Rheb in their T cells (data not shown). These data further support our initial observations that Rheb deletion is not the mechanism of KLK1b22 expression in the T-Rheb^−/−^ T cells (see more on this topic in the *Discussion* section).

**FIGURE 5.**
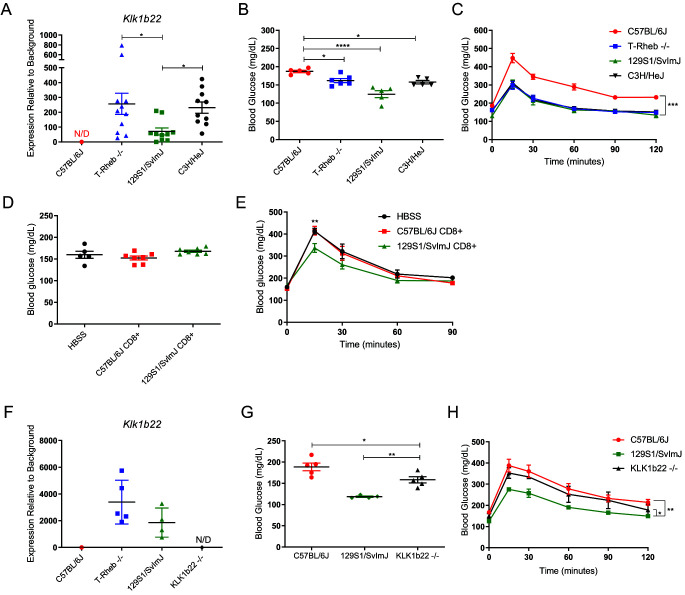
Rheb-independent KLK1b22 is a mediator of blood glucose and glucose tolerance. (**A**) qRT-PCR analysis for KLK1b22 was performed on lymphocytes from mouse blood in the indicated strains, N/D, not detected. (**B**) Two-month-old mice were fasted for 7 h, and fasting blood glucose levels were obtained. (**C**) Two-month-old mice were fasted for 7 h, then challenged with 2 g/kg glucose i.p., and blood glucose was measured at the indicated time points. (**D** and **E**) CD8^+^ T cells or HBSS was transferred into 3-mo-old Rag 2^−/−^ mice, and mice were interrogated 11 d after cell transfer. (D) Mice were fasted for 7 h, and fasting blood glucose was measured. (E) Mice were fasted for 7 h, then challenged with 2 g/kg glucose i.p., and blood glucose was measured at the indicated time points. (**F**) qRT-PCR analysis for KLK1b22 was performed on lymphocytes from mouse blood in the indicated strains or KLK1b22 KO mice (on a 129 background). N/D, not detected. (**G**) Two-month-old mice were fasted for 7 h, and fasting blood glucose levels were obtained. (**H**) Two-month-old mice were fasted for 7 h, then challenged with 2 g/kg glucose i.p., and blood glucose was measured at the indicated time points. Data are representative of two (D and E) or three (A–C, F–H) independent experiments. A Kruskal-Wallis test with Dunn’s multiple comparisons test was performed for (A), one-way ANOVA with Tukey’s multiple comparisons test was performed for (B) and (G), two-way repeated measures ANOVA was performed for (C) and (H), and two-way repeated measures ANOVA with Sidak’s multiple comparisons test was performed for (E) (*p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001, ****p ≤ 0.0001). *n* = 3–11 mice/samples per group. Data are mean ± SEM.

Regardless of the exact role (or lack thereof) of Rheb, our data show that mice with T cells expressing high levels of KLK1b22 have improved fasting blood glucose and glucose tolerance (Fig. 1C, 1D, and Fig. 5B, 5C). In order to show a T cell–specific effect for KLK1b22, a T cell adoptive transfer system was used. T cells have previously been shown to play a beneficial role in the regulation of blood glucose in a *Rag1*^−/−^ model that lacks mature T and B cells (48). We took advantage of the high levels of expression of *Klk1b22* in T cells from 129S1/SvImJ mice (Fig. 5A) and transferred either CD8^+^ T cells from 129S1/SvImJ mice or C57BL/6J mice into recipient *Rag2*^−/−^ mice. Eleven days after T cell transfer, recipient *Rag2*^−/−^ mice were fasted, but no difference in fasting blood glucose was observed (Fig. 5D). However, when the mice were challenged with a glucose bolus, the *Rag2*^−/−^ mice that received KLK1b22^+^ CD8^+^ T cells (from 129S1/SvImJ mice) showed improved glucose tolerance (Fig. 5E). These observations support the hypothesis that T cells expressing KLK1b22 can improve systemic glucose tolerance.

Because C3H/HeJ and 129S1/SvImJ mice express KLK1b22 in their T cells, we investigated if these mice also had increased beige adipose tissue generation as was observed in the T-Rheb^−/−^ mice (Fig. 2B–2D). Curiously, T-Rheb^−/−^ and 129S1/SvImJ mice had increased expression of beige adipose tissue markers in their inguinal WAT, but C3H/HeJ mice did not (Supplemental Fig. 3C). Furthermore, the T-Rheb^−/−^ and 129S1/SvImJ mice had increased expression of UCP-1, PGC1α, and SDHA in their WAT, indicative of mitochondrial enrichment (Supplemental Fig. 3C–3E). T-Rheb^−/−^ and 129 mice showed histologic evidence of beige adipose tissue, indicated by multilocular morphology and UCP-1 expression (Supplemental Fig. 3E).

To further define the role of KLK1b22, a CRISPR-mediated KO (KLK1b22^−/−^) mouse was generated on the 129S1/SvlmJ background (Fig. 5F and Supplemental Fig. 4A). These KLK1b22^−/−^ mice had increased fasting blood glucose as compared with WT 129S1/SvImJ mice (Fig. 5G). Furthermore, these mice also had significantly decreased glucose tolerance at a level similar to WT C57BL/6J mice (Fig. 5H). These data demonstrate a role for KLK1b22 to increase glucose tolerance in mice. However, when we interrogated beige adipose tissue markers, the KLK1b22^−/−^ mice had *Ucp1*, *Cidea*, and *Cpt1b* expression similar to that of WT 129S1/SvImJ mice (Supplemental Fig. 4B). Furthermore, the KLK1b22 KO mice had UCP-1 protein levels similar to those of the WT 129S1/SvImJ mice (Supplemental Fig. 4C, 4D). Thus, in concert with the outcomes from the adenovirus experiments to increase KLK1b22 (Fig. 4), these KLK1b22 KO studies indicate a role for KLK1b22 to enhance glucose clearance, but it is not responsible for the beige adipose tissue generation. These results suggest that KLK1b22 can regulate systemic glucose use and that KLK1b22-producing T cells can improve glucose tolerance.

## Discussion

In this study, we identify striking systemic metabolic changes in T-Rheb^−/−^ mice. These include decreased fasting glucose, increased glucose tolerance and insulin sensitivity on a normal chow diet and an HFD, and markedly increased beige fat generation. The T cells from these mice ectopically express KLK1b22, a member of the KLK family that is normally found at high levels in the salivary gland. 

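In the same arrays, the other members of the *Klk1* family, which in mice are made mainly in the salivary gland, were higher in part and only at some of their probesets. Of 11 relatives of *Klk1b22* with probesets of their own, 7 had at least 1 probeset that was 2-fold higher in T-Rheb-/- T cells of both types, and none had all of its probesets 2-fold higher. *Klk1b11* was 2-fold higher at 4 of its 6 probesets, and its probesets ran from -1.24 to 4.48 in CD4+ and from -0.25 to 5.64 in CD8+ T cells. *Klk1*, the tissue kallikrein that releases kinins, was at 1.52 in CD4+ and 0.57 in CD8+ T cells, with 1 of 4 probesets 2-fold higher in both. *Klk1b5* was at 0.72 and 0.83, *Klk1b24* at 0.21 and 0.78, and *Klk1b9* at -0.17 and 1.50. The levels of *Klk1b27* and *Klk1b1* lay under the array median in all 4 arrays, so their differences are shown only in the figure. The values of the other genes depended on the processing, and their directions turned under some alternatives, in CD8+ T cells for *Klk1b5* (from -0.08 to 0.87) and in CD4+ T cells for *Klk1b24* (from -0.15 to 0.29) and *Klk1b9* (from -0.20 to 0.45). *Klk1* was as low as 0.69 and 0.11 and *Klk1b9* in CD8+ T cells as low as 0.08. *Klk1b8*, *Klk1b16*, *Klk1b21* and *Klk1b26* had no probeset that was 2-fold higher in both cell types. The 6 counted members, *Klk1b22* included, had median differences of 1.12 and 1.16 (percentile 100 of the random lists in both). Without *Klk1b22*, the other 5 had medians of 0.72 and 0.83. *Klk1b22*, *Klk1b11* and *Klk1b9* passed the filter on low levels only through T-Rheb-/- arrays. The filter thus favored members that were higher there, and these medians and percentiles are no separate evidence for the family. Under the alternatives the medians with *Klk1b22* were as low as 0.23 in CD4+ T cells (percentile 96.9), with no filter on low levels, and 0.40 in CD8+ T cells, with the mean over probesets. These genes resemble each other in sequence, so RNA of one can bind probes of another, and their values are uncertain.
Of the other tissue kallikreins, 9 were counted and none differed by 2-fold, with medians of 0.25 and 0.17 (percentiles 97.3 and 90.3). *Klk14* was at 0.35 and 0.73, and as low as 0.21 and 0.17 under the alternatives. The 13 measured salivary gland markers outside the kallikreins, counting those below the background level, had median differences of 0.09 in CD4+ and 0.02 in CD8+ T cells. They ran from -0.69 to 0.60 and from -0.38 to 0.46. Among them, *Aqp5*, a water channel of the acini of the gland, was at -0.02 and 0.02, and *Smgc*, a mucin of the gland, at 0.09 and 0.15.

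**Figure D4:**
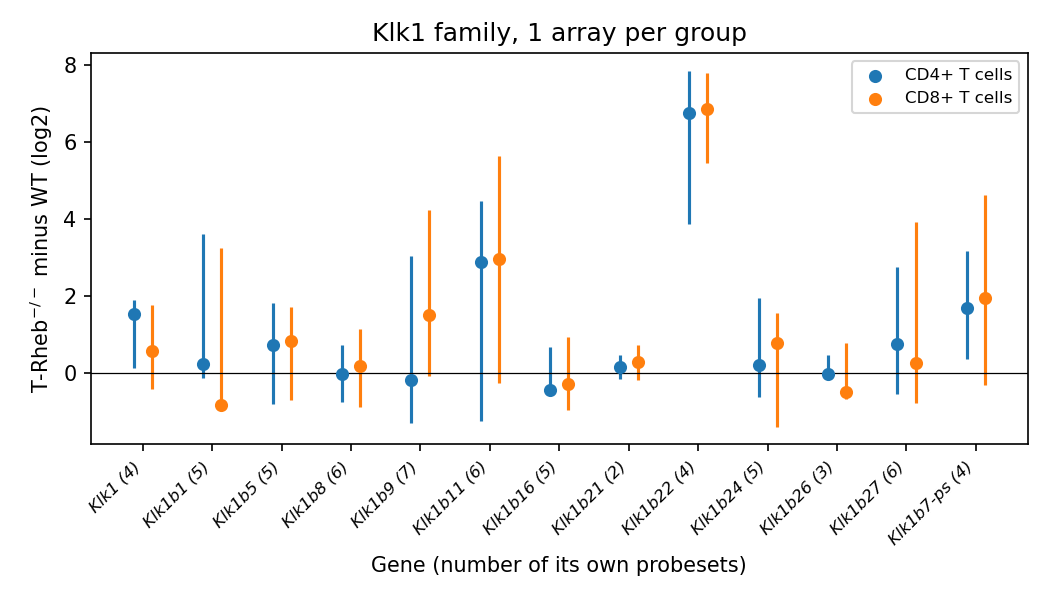
Difference by genotype (T-Rheb-/- minus WT, log2) of each *Klk1* family gene with probesets of its own and of the pseudogene *Klk1b7-ps*, with the number of probesets in brackets. Points are gene differences, lines run from the lowest to the highest probeset, and blue is CD4+ and orange CD8+ T cells, with 1 array per group. Only for *Klk1b22* does the whole line lie above 1 in both cell types.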

Interestingly, the deletion of Rheb has no role in modulating KLK1b22 expression.

Our data support a role for KLK1b22 in promoting glucose tolerance. Indeed, overexpression of KLK1b22 or the addition of activated KLK1b22 protein increased insulin receptor activation and kinetics in vitro and ex vivo (Fig. 4C–4F). These data are also consistent with the increased insulin receptor activation we observed in the adipose tissue of the T-Rheb^−/−^ mice (Fig. 1F). Furthermore, overexpression of KLK1b22 in WT mice with adenovirus led to increased glucose tolerance (Fig. 4G, 4H). Thus, our studies reveal (to our knowledge) a novel potent role for KLK1b22 in regulating glucose metabolism. Although this KLK is mouse specific, these findings provide the potential to exploit these observations for the development of a novel drug to treat type 2 diabetes. Indeed, the drug exenatide, which is used for type 2 diabetes, is a synthetic version of exendin-4, which was originally found in Gila monster venom and mimics human GLP-1 (49).

The Mouse Phenome Database reported that 129S1/SvImJ and C3H/HeJ T cells express *Klk1b22* (46). On the basis of our own data, we hypothesized that these mouse strains would demonstrate increased glucose tolerance. Indeed, this is exactly what we observed (Fig. 5A–5C), and, furthermore, such an observation of increased glucose tolerance was previously described (independent of any association with KLK1b22 or T cells) by Champy and colleagues (47). Notably, we could not replicate KLK1b22 expression by simply inhibiting mTORC1 (e.g., with rapamycin or in T-Raptor^−/−^ mice) or by simply deleting Rheb. Thus, we do not think that this ectopic expression is related to mTORC1 signaling (data not shown). We now believe that our identification of T cell–derived KLK1b22 as a regulator of systemic glucose tolerance is most likely a serendipitous artifact of using mice on the 129 background. Nonetheless, we took advantage of these findings by using CRISPR to create 129S1/SvImJ KLK1b22^−/−^ mice. Genetic deletion of *Klk1b22* abrogated the increased glucose tolerance in these mice (Fig. 5F–5H). Thus, we propose that KLK1b22 produced and secreted by T cells mediates improved glucose tolerance in mice. Furthermore, we demonstrate that transfer of KLK1b22-expressing T cells can improve glucose tolerance (Fig. 5E). These T cells can infiltrate insulin-sensitive tissues, such as adipose tissue (Fig. 3), and could act in a paracrine manner by secreting KLK1b22 locally to mediate the improvement in glucose use. There could be a systemic role for KLK1b22 as well, because we did observe increased KLK1b22 in the serum of T-Rheb^−/−^ supportive of such a role (Fig. 4B). Importantly, we observed no difference in serum insulin levels in T-Rheb^−/−^ mice (Supplemental Fig. 1A); thus, the increase in KLK1b22 in our T-Rheb^−/−^ model does not modulate total serum insulin levels.

Previous data on KLKs has been contradictory with regard to their effect on blood glucose (12, 15–17, 50–53). In type 1 diabetes models, virus-mediated expression of KLK1 or recombinant KLK1 administration has been shown to decrease blood glucose and delay onset of the disease (15, 16). In preliminary studies, our laboratory has found that T-Rheb^−/−^ mice can defend against the development of type 1 diabetes (data not shown). Kolodka et al. have shown that treatment of mice and rats with recombinant KLK1 lowers blood glucose (17). Likewise, we show that recombinant KLK1b22 and Ad-KLK1b22 can lower blood glucose (Fig. 4). Conversely, KLK7 can cleave insulin, impairing glucose tolerance (51). This effect can be blocked by the adipokine visceral adipose tissue–derived serpin (vaspin) (50, 51). However, in our study, KLK1b22 expression did not affect the serum insulin levels in T-Rheb^−/−^ mice (Supplemental Fig. 1A). Zieger and colleagues have recently shown that adipose tissue–specific KO of KLK7 leads to decreased adipose tissue inflammation, decreased weight, and improved glucose tolerance when mice are fed an HFD (52). This KO model contrasts with our present study, which used increased KLK1b22 expression. The study by Zieger et al. illustrates a detrimental effect of adipose tissue–produced KLK7 on blood glucose homeostasis, whereas we report a beneficial effect of KLK1b22 (Figs. 4, 5). The authors propose that inhibitors of KLK7 could be beneficial for metabolic disease (52). Furthermore, Potier and colleagues have shown that KLK1^−/−^ mice (tissue KLK^−/−^) had no effect on blood glucose (53). In contrast, our KLK1b22^−/−^ data show increased fasting blood glucose and decreased glucose tolerance (Fig 5G, 5H). Of note, their KLK1^−/−^ mice are on a 129/Sv-C57/BL6 background, whereas our KLK1b22^−/−^ mouse is on a 129S1/SvImJ background. It is important to note that C57BL/6J mice do not express KLK1b22 in their T cells, whereas 129S1/SvImJ mice do (Fig. 5A) (46, 53).

Adipose tissue is a crucial organ for the maintenance of glucose homeostasis, and the immune system undertakes a fundamental role in its regulation (37, 42). T-Rheb^−/−^ mice on a normal diet have increased adipose tissue but are paradoxically healthier, as illustrated by decreased fasting blood glucose, triglycerides, and total cholesterol (Fig. 1). Many pharmacological agents, transcription factors, hormones, and other stressors that decrease fat and body weight gain have been demonstrated to induce beige adipose tissue (39, 54–56). Additionally, BAT has high *Ucp-1* expression and has been shown to uptake triglycerides from the blood (57, 58). The decreased serum triglycerides in our T-Rheb^−/−^ mice may be consistent with this mechanism. Adipose tissue is an insulin-sensitive tissue, and insulin signaling increases cellular surface localization of Glut4 (36). T-Rheb^−/−^ mice demonstrate an increased phospho-insulin signal in inguinal WAT and increased Glut4 expression (Fig. 1F, 1G), which provides a mechanistic explanation for the decreased blood glucose (Fig. 1C). Yet, importantly, whereas genetic deletion of KLK1b22 led to a decrease in glucose tolerance (Fig. 5F–5H), this was in the setting of maintained beige adipose tissue (Supplemental Fig. 4B–4D). Thus, although the abundance of brown/beige fat in the 129S1/SvImJ and T-Rheb^−/−^ certainly can contribute to their ability to maintain weight and handle glucose, our data suggest that KLK1b22 promotes glucose tolerance independent of increased brown/beige fat generation.

Stolarczyk et al. report a T-bet^−/−^ mouse model that has increased adipose tissue weight, improved glucose and insulin tolerance, and increased serum leptin, similar to our T-Rheb^−/−^ model (59). Because T-bet (like Rheb) plays an integral role in the generation of Th1 and CD8^+^ effector cells, this is an intriguing parallel finding. However, these T-bet^−/−^ mice have decreased total CD45^+^, CD4^+^, and CD8^+^ infiltrating immune cells in the perigonadal WAT but increased T regulatory cells in this compartment, whereas our findings show no difference in CD4^+^ and CD8^+^ T cells but increased T regulatory cells in T-Rheb^−/−^perigonadal WAT (Fig. 3). T regulatory cells are known to be beneficial in promoting insulin sensitivity by promoting an anti-inflammatory adipose tissue microenvironment (37, 42, 43). However, the mechanism for the increase in such T cells and whether these cells are actually the cause of increased beige adipose tissue are unclear to us. To this end, although we believe our observations strongly support a role for KLK1b22 in regulating glucose tolerance, we have yet to determine the precise mechanism whereby the T-Rheb^−/−^ and 129S1/SvImJ mice have increased beige adipose tissue, whereas the C3H/HeJ mice do not. Whether this can be explained by an additional factor, by an immunologic mechanism, or by a combination of both remains to be determined. Further studies involving the target of KLK1b22 and pursuit of the mechanisms involved in beige adipose tissue generation not only will provide important insight into the regulation of metabolism but also will have important implications for the development of novel compounds to treat diabetes and obesity.

## Supplementary Material

Supplemental Figures 1

# Supplementary material for: Serendipitous Discovery of T Cell–Produced KLK1b22 as a Regulator of Systemic Metabolism
**Source:** Immunohorizons. 2023 Jun 26;7(6):493–507. doi: 10.4049/immunohorizons.2300016
**Supplement:** Supplemental Figures 1

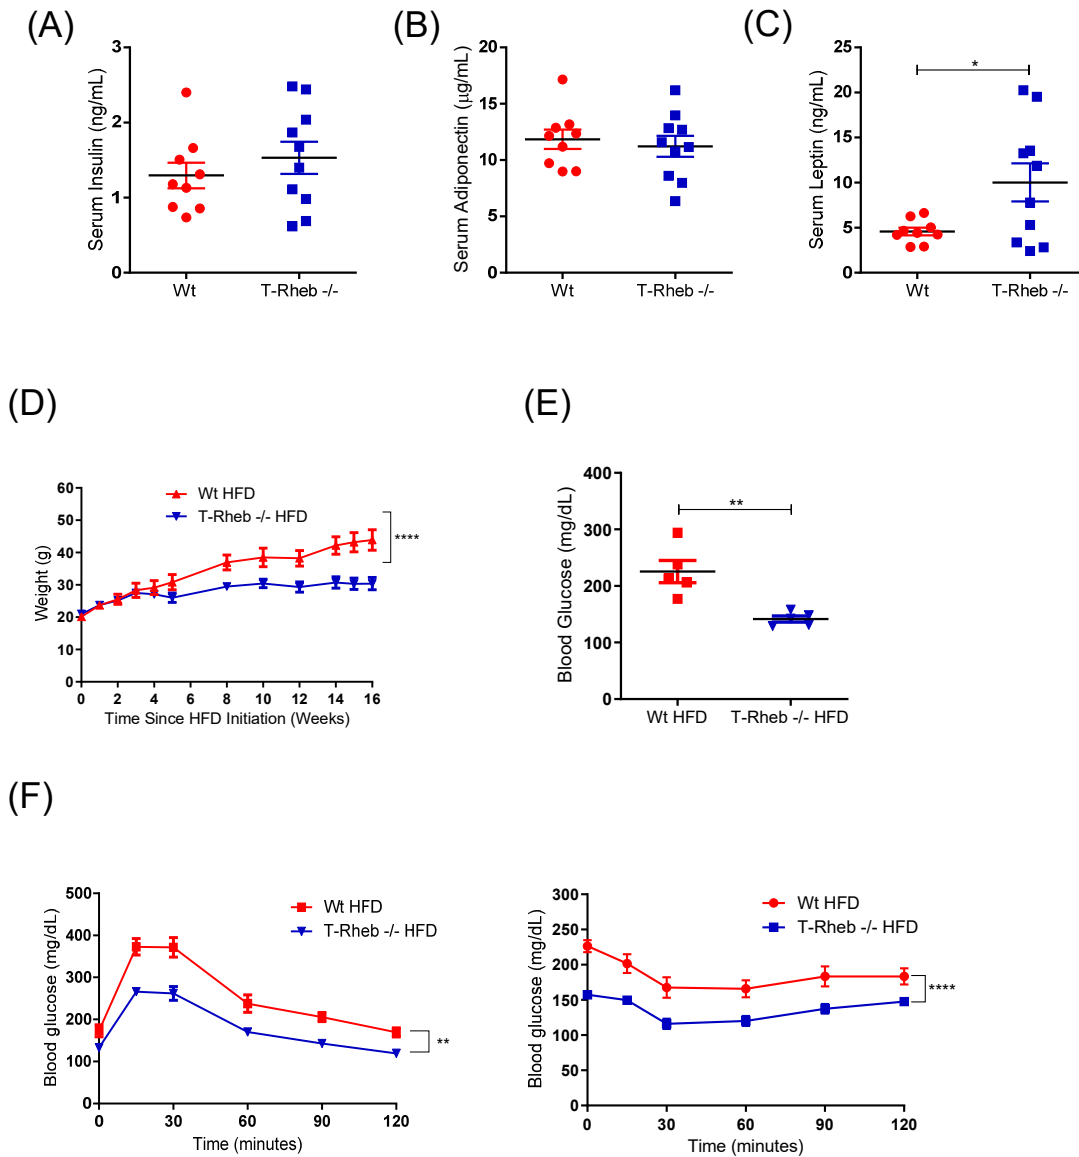

Supplemental Figure 1. Three-month-old mice were fasted overnight and serum isolated from the blood. (A) Insulin, (B) adiponectin, and (C) leptin concentrations were determined via ELISA analysis of the serum. (D-F) Six-week-old mice were fed high fat diet (HFD) for 3 months prior to the following studies. (D) Mice were weighed starting at 6 weeks of age. (E) Mice were fasted for 7 hours and fasting blood glucose levels were obtained. (F) Left - mice were fasted for 7 hours, challenged with 1g/kg glucose IP, and blood glucose levels were measured. Right - mice were fasted for 2 hours, challenged with 1U/kg insulin IP, and blood glucose measured. Data are representative of 2 independent experiments (D-F) or 3 independent experiments (A-C). An unpaired t-test was performed for statistical analysis for C and E. A repeated measures two-way ANOVA was performed for D and F. (* $P \leq 0.05$, ** $P \leq 0.01$, **** $P \leq 0.0001$). N = 5-10 mice per group. Data are mean $\pm$ SEM.

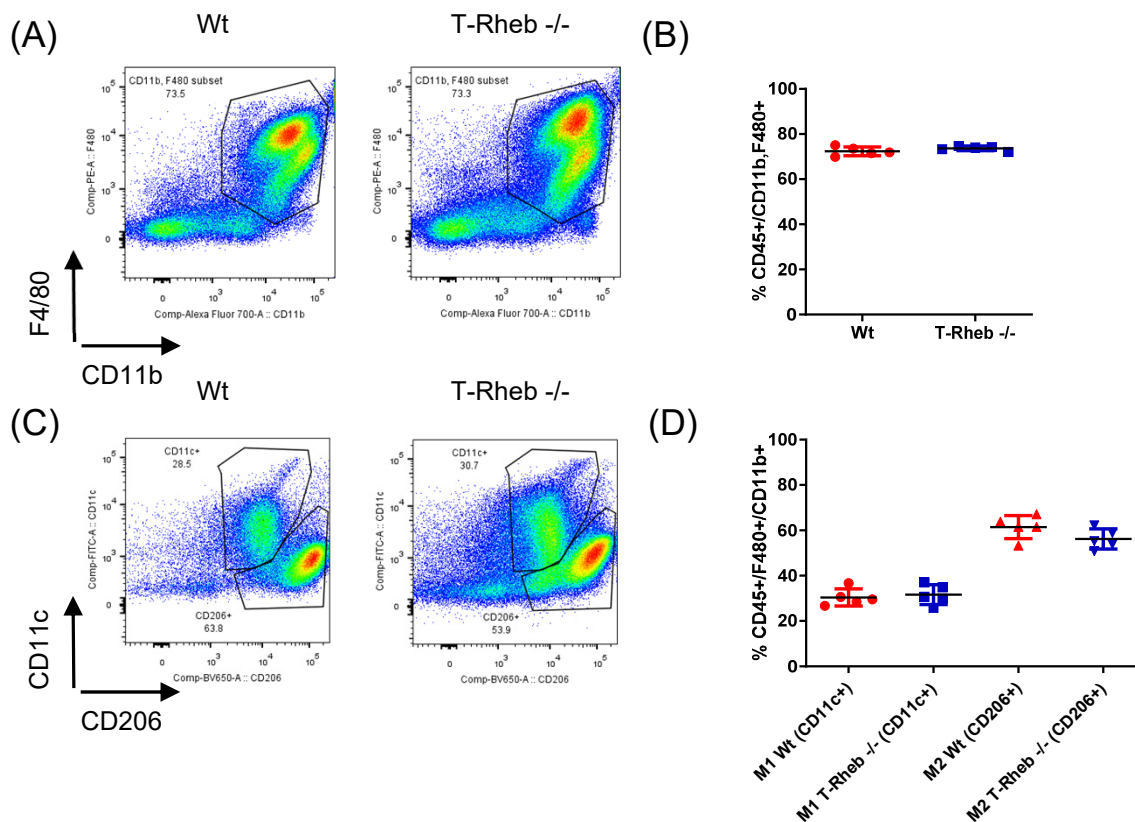

Supplemental Figure 2. Cells were isolated from the perigonadal WAT (WAT Pg) of normal chow diet-fed Wt or T-Rheb $-/-$ mice and flow cytometric analysis was performed. All cells were gated on live-dead stain, CD45+, and a single cell gate. (A) Representative flow plots for F4/80 and CD11b double positive cells. (B) Summary analysis of percentage of F4/80 and CD11b double positive cells. (C) Representative flow plots for CD11c+ (M1) versus CD206+ (M2) cells pre-gated on CD45, CD11b, and F4/80. (D) Summary analysis of percentage of CD11c+ (M1) versus CD206+ (M2) cells pre-gated on CD45, CD11b, and F4/80. Data are representative of 3 or more independent experiments (A-D). N = 5 mice per group. Data are mean $\pm$ SEM.

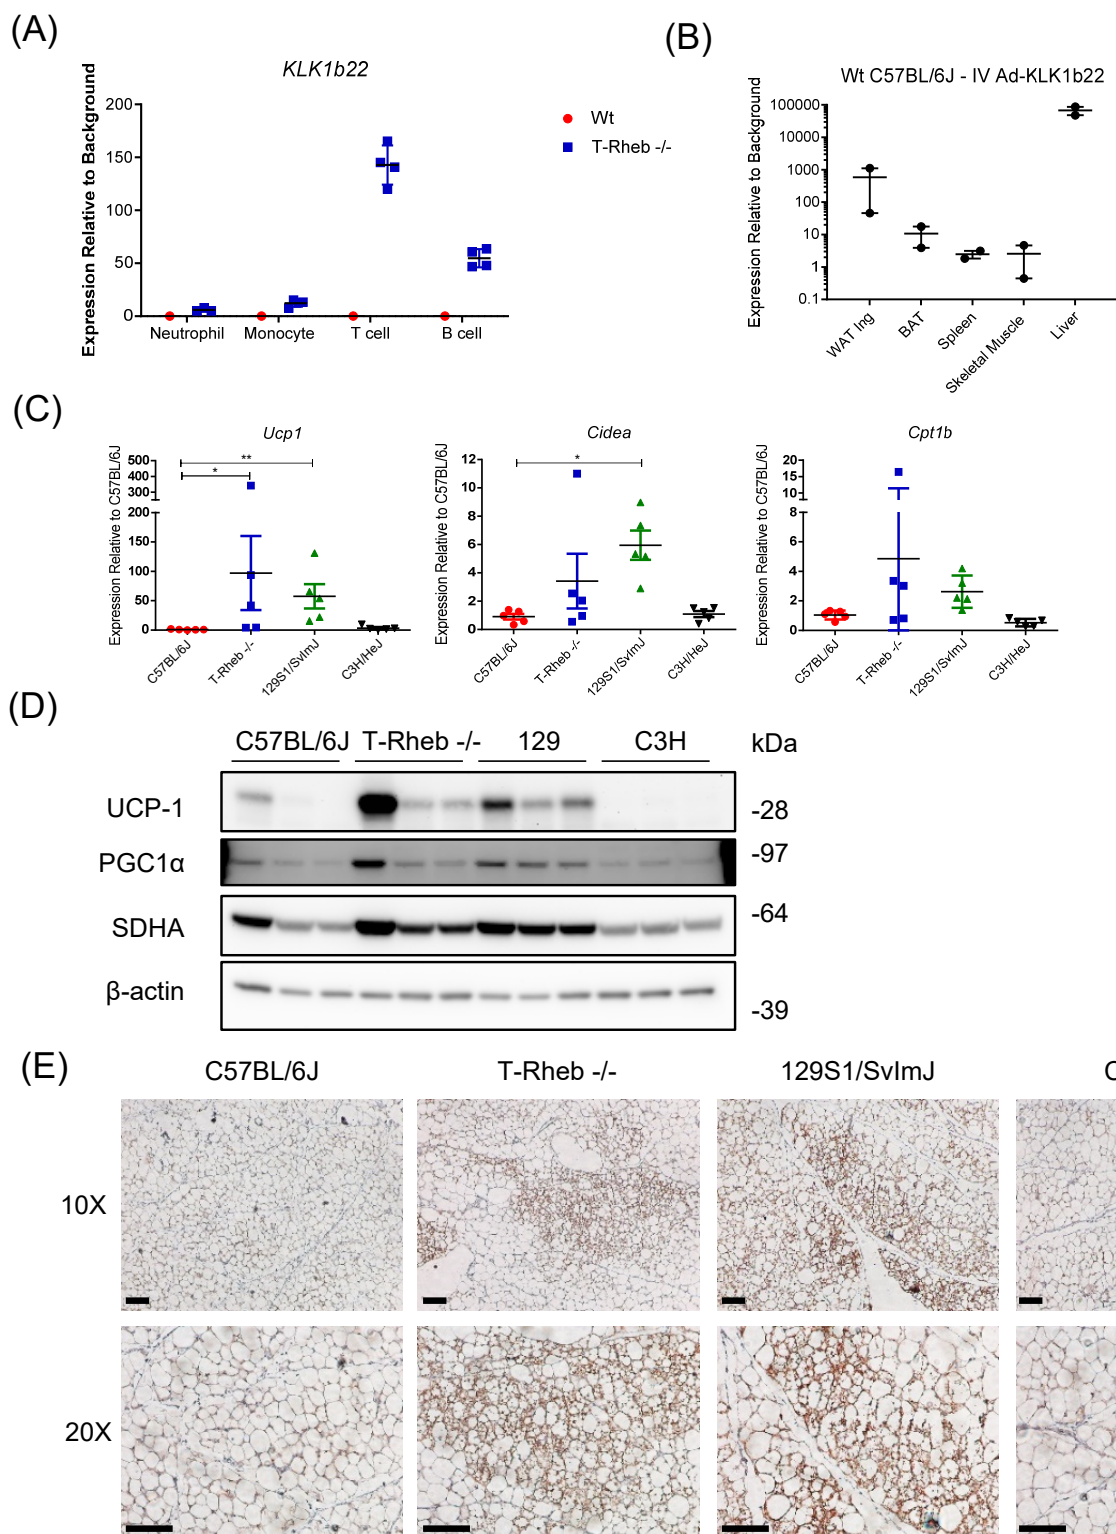

Supplemental Figure 3. (A) Cells were sorted from spleen (T cells (CD3⁺) and B cells (CD19⁺)) and bone marrow (neutrophils (CD11b⁺, Ly6G⁺) and monocytes (CD11b⁺, Ly6C⁺)) and qRT-PCR analysis performed for *KLK1b22* expression. (B) Wt C57BL/6J mice were injected IV with Ad-*KLK1b22*. After 2 weeks the indicated tissues were harvested, RNA isolated, and qRT-PCR performed for *KLK1b22*. Inguinal white adipose tissue (WAT Ing). Brown adipose tissue (BAT). (C) Inguinal WAT was isolated and qRT-PCR analysis was performed for beige adipose tissue genes. (D) Inguinal WAT was isolated and Western Blot analysis was performed for beige adipose tissue genes. (E) Inguinal WAT was stained for UCP-1 (brown) and counterstained with hematoxylin (blue). Scale bar = 10 μ m. Data are representative of 2 independent (A) or 3 independent experiments (B-D), or 1 experiment with samples from 5 mice (E). A Kruskal-Wallis test with Dunn's multiple comparisons test was performed for A (* $P \leq 0.05$, ** $P \leq 0.01$). N = 1-5 mice/samples per group. Data are mean $\pm$ SEM.

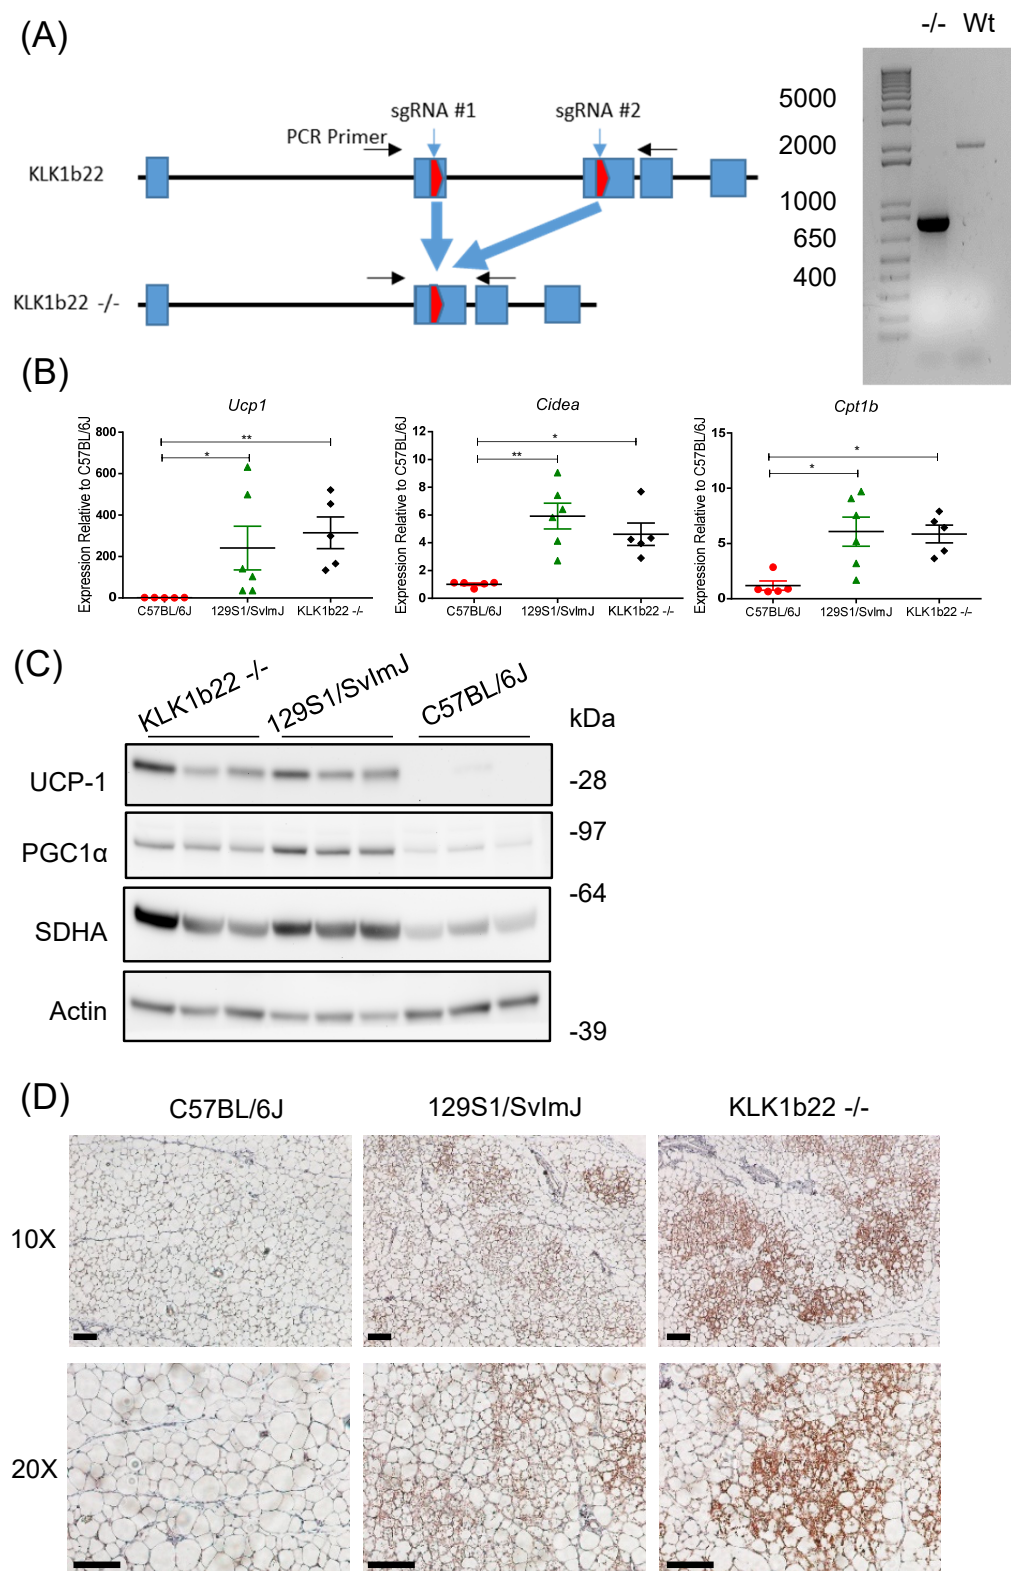

Supplemental Figure 4. (A) Schematic for *KLK1b22* gene sgRNA targets (exon 2 and exon 3) (Left). PCR amplification was performed with primers flanking the total region of exon 2 and 3, gel was run to show CRISPR KO obtained (right). (B) Inguinal WAT was isolated and qRT-PCR analysis was performed for beige adipose tissue genes. (C) Inguinal WAT was isolated and Western Blot analysis was performed for beige adipose tissue genes. (D) Inguinal WAT was stained for UCP-1 (brown) and counterstained with hematoxylin (blue). Scale bar = 10 μ m. Data are representative of 2 experiments (A-C) or 1 experiment with samples from 5 mice (D). A one-way ANOVA with a Tukey's multiple comparisons test was performed for B (*Cidea* and *Cpt1b*), and a Kruskal-Wallis test with Dunn's multiple comparisons test was performed for B (*Ucp1*). (* $P \leq 0.05$, ** $P \leq 0.01$). N = 3-6 mice/samples per group. Data are mean $\pm$ SEM.

How the deposited data were processed for this re-analysis (not part of the article)

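RNA of splenic CD4+ and CD8+ T cells from WT C57BL/6J and T-Rheb-/- mice was measured on 4 Affymetrix Mouse Exon 1.0 ST arrays, 1 for each of the 2 genotypes and 2 cell types. The authors deposited 1 log2 signal per probeset and array. They state the array, the cell separation and that single biological samples were run, while the background correction, the normalization between arrays, the log base and the software are not given in the sources used here. That the values are on a log2 scale was read from their range. The array medians differed by less than 0.05, and no column of another sample was in the table.

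Genotype and cell type were taken from the sample labels. Probesets were named from the platform's annotation, of which 17901 of 22134 gene symbols were current in the GRCm38.p6 gene table, 4173 were updated through a synonym held by 1 gene and 60 were kept as given. Probesets with several symbols or none were left out. The gene level was the median over probesets, and the difference the T-Rheb-/- level minus the WT level. Genes needed at least 3 probesets and a level above the array's median of all probesets, used as the background level, in at least 1 array. A gene was counted as higher or lower at a 2-fold difference, an assumed value because the paper's text names no threshold. The same gene table gave which genes lie within 5 Mb of *Klk1b22* or *Rheb*, and no coordinates are printed because the array table names no genome build.

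With 1 array per group there is no spread between mice, so no statistical test between genotypes was run, and the standard deviations given are over genes, not over mice. An additive model of genotype and cell type was left out, because the CD4+ and CD8+ T cells of a genotype can come from the same mice. Gene lists fixed before the data were examined were described by the median difference of their counted members and its percentile among 10000 random lists of the same size, matched on mean level in 20 bins. The genes named were those the paper names, the 10 largest increases and the 10 largest decreases by the smaller of the 2 differences, up to 4 members of each list with the largest mean difference, and all members of the *Klk1* family. Other members are given only as examples chosen after their values were seen. An isolated probeset was one that was 2-fold lower (or higher) in both cell types within a gene of at least 3 probesets above background whose median difference over probesets was within 0.5 of 0, a rule set after the data were seen.

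The calculation was tested on simulated data, in which 200 genes of the WT arrays were given known differences and all other genes only noise. Of 50 genes with a log2 difference of 1.5, 48 were called in both cell types, as were 46 of 50 at -1.5, 50 of 50 at 3 and 0 of 50 at 0.5, which is under the threshold, and 0 unchanged genes were called among the 14369 genes counted there. The 200 genes were drawn only from genes above the array median in both WT arrays, so these shares do not apply to dim genes. The noise was drawn independently for each probeset and cell type, without differences shared by the probesets of a gene or by mice. The 0 is therefore no rate of false calls for the real arrays. Alternatives set before the data were examined were quantile normalization, centring of the array medians, the mean over probesets, dim probesets left out, other minimum numbers of probesets, other background levels, other fold thresholds and other windows. The median of the differences within probesets, and gene levels raised to the array median where they lay under it, were added after the data were seen. A named gene was called reversed only when its difference was at least 2-fold and changed sign. Pseudocounts planned for linear values were not run, since the values were log2. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 was used.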

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

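All tests in this part were chosen or changed after results were seen. The test of the salivary gland markers was widened from the counted to all measured markers after a first result, and that of the monocytes and macrophages was first set for both cell types together, was undecided, and was then read for each and limited to markers above the array median in WT. *Klk1b11*, a gene the paper does not discuss, was higher in T-Rheb-/- than in WT T cells of both types, with a smaller difference of 2.87 (log2). That difference was 2.65 with levels raised to the array median. Under the alternatives *Klk1b11* was as low as 2.04 in CD4+ and 2.46 in CD8+ T cells. The 6 counted *Klk1* family genes had a median difference of 1.12 in CD4+ T cells (0.72 without *Klk1b22*, and 0.23 with it when no filter on low levels was set). RNA of salivary gland tissue is argued against by the 13 measured salivary gland markers outside the kallikreins, whose higher median was 0.087, while *Klk1b22* differed by 6.75. None (0) of the 11 relatives had every probeset 2-fold higher, so cross-hybridization of *Klk1b22* RNA to probes of its relatives stays a candidate explanation for their increase, and it does not bear on *Klk1b22* itself. A segment of another mouse strain around *Klk1b22* cannot be told apart from its absence, because only 1 of 1892 probesets of its neighbours within 5 Mb was an isolated lower probeset, against 3.11 at the overall share, and a segment with no variant under a probe would leave no trace. A difference in transcription between genotypes was not tested here against these explanations, and for the relatives it stays open. For *Klk1b22* itself, the paper reports mRNA by qRT-PCR in T-Rheb-/- splenocytes and blood, undetected in WT blood, and protein by Western blotting. In sorted cells it found more *Klk1b22* mRNA in T cells than in B cells, neutrophils or monocytes. The paper saw no such increase with rapamycin in WT T cells or with Rheb deleted in fibroblasts (data not shown). It holds that the finding most likely stems from the strain background of the mice, not from Rheb.

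Within 5 Mb of *Rheb*, 1.03% of the probesets of otherwise level genes were isolated lower probesets, 11 of 1063 in 8 of 63 genes, at percentile 98.4 of the shares around all genes, whose windows overlap. The share was 0.164% over all genes and 0.384% on the rest of the chromosome that carries *Rheb*. Isolated lower probesets outnumbered higher ones over all genes, 368 to 109, and 0 higher ones near *Rheb* stand against 0.517 at the overall share. The values are consistent with strain variants under the probes in DNA carried with the floxed *Rheb* allele, a hypothesis for sequencing to settle, and the higher share on the rest of the chromosome was not explained. Lower transcription of whole genes was not tested, since the rule takes only genes whose median difference is near 0, and no biological explanation was tested.

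The 23 interferon response genes had a median difference of -0.51 in CD4+ T cells, and *Oasl2* had a smaller difference of -2.67 over the 2 cell types. Strain variants under the probes of these genes were not tested, since a lower median over probesets leaves most probesets lower by itself. Fewer monocytes and macrophages in the T-Rheb-/- CD8+ sample stay a candidate explanation there. The 12 markers above the array median in WT had a median of -0.55 (SD over the markers 0.39), and the interferon response genes one of -0.54. A loss of that size does not account for the whole decrease of *Oasl2* (-2.67), *Ifit3* (-2.28), *Ifi44* (-1.65) and *Ifit1* (-1.43), picked for their large differences. In CD4+ T cells such a loss cannot be told apart from its absence. There 6 of the 13 markers lay under the array median, and the other 7 had a median of -0.044 (SD over the markers 0.50). In a comparison added later, which excludes nothing for the genotypes, these markers were higher in WT CD8+ than in WT CD4+ T cells by a median of 2.42 and the interferon response genes by 0.10. With 1 sample per group, an effect of the genotype, of the strain background or of the state of single mice cannot be separated here and was not tested.

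Other results lay in genes the paper does not discuss. *AI506816*, a neighbor of *Rheb* within 5 Mb, had a smaller difference of -3.33 over the 2 cell types, *Rab6b* -2.96 and *Magi1* 2.80. Genes of sterol synthesis had a median of 0.22 in CD4+ T cells and cytosolic ribosomal protein genes a median of 0.16. Erythroid markers had a median of 1.66 in CD4+ T cells, although the red blood cells had been lysed. *Nxpe2* was the only counted gene that differed by 2-fold in opposite directions, 2.69 in CD4+ and -1.25 in CD8+ T cells (-0.68 with levels raised to the array median), and this difference between the cell types was not tested.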

How the results depend on the processing

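A fit of genotype and cell type over the 4 arrays was left out, as the methods say. A value was counted as moved when it changed by more than the standard deviation over genes (0.31), and a count, rank or correlation when it changed by over 1.5 times. *Klk1b22* ranked first in both cell types in all alternatives, with differences from 4.83 to 6.77 in CD4+ and from 5.13 to 6.84 in CD8+ T cells. The lowest were with levels under the array median raised to it, and the mean over probesets gave 6.31 in CD4+ T cells. *Rheb* stayed lower, from -0.91 to -0.66 in CD4+ and from -1.09 to -0.73 in CD8+ T cells. The -0.73 was the median of the differences within probesets, and these 2 alternatives were added after the data were seen. Of 636 list medians under alternatives, 599 changed by less than 0.5 of the range of their random lists, 36 moved and 1 reversed, that of NK cell markers in CD8+ T cells (0.028 with levels raised to the array median, under which 2 of the 5 counted markers lie in both genotypes). Of 1832 differences of named genes under alternatives, 1607 changed by less than the standard deviation and 223 moved. Centring of the array medians shifts all genes of an array by the same amount, which here lay below that limit. Values under it were thus unchanged by design, and the tally overstates the stability. Of the 414 whose deposited difference was at least 2-fold, 2 changed sign, both *Ifi204* in CD8+ T cells (-0.17 with the mean over probesets and -0.061 with the median of the differences within probesets). Of the 1418 under 2-fold, 127 changed sign, in 70 of 237 differences, several of them of *Klk1* family genes. The median of the *Klk1* family in CD4+ T cells was 0.23 (percentile 96.9) with no filter on low levels.

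The counts depended on the settings. With the mean over probesets, 14 genes were 2-fold higher and 63 lower in CD8+ T cells, and the Spearman correlation was 0.467. With at least 6 probesets, 27 genes were higher in CD8+ T cells, and with no filter on low levels 90. With the 75th percentile as the background level, 9 genes were higher in both cell types, 56 in CD4+ and 17 in CD8+ T cells, and 66 were lower in CD8+ T cells. At 1.5-fold, 70 genes were higher and 113 lower in both cell types, 388 higher and 336 lower in CD4+, and 285 higher and 488 lower in CD8+ T cells. At 3-fold these counts were 7, 7, 39, 17, 8 and 26. With the median of the differences within probesets, 9 genes were higher in both cell types, 62 in CD4+ and 11 in CD8+ T cells, and 60 were lower in CD8+ T cells. With levels raised to the array median, 24 genes were higher in CD8+ T cells. Near *Klk1b22*, the genes 2-fold higher in both cell types numbered 1 with at least 6 probesets, 1 with the 75th percentile and 5 at 1.5-fold. Near *Rheb*, the higher genes numbered 0 with at least 6 probesets, 0 with the 75th percentile, 0 at 3-fold and 0 with levels raised to the array median, and the lower genes 2 with no minimum number of probesets and 2 at 1.5-fold. The thresholds and filters change which genes can be counted, and apart from that the cause was not tested. Of the 25 genes lower in both cell types, 12 were among the 24 with the mean over probesets. The pseudocounts set for linear values were not run because the values were log2. Signal over background limits low genes: *Klk1b22* in WT T cells lay below the array medians, so its fold is given only as a bound against them.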

Other observations

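No test was run in this part, and all percentiles are among random lists of these arrays. Genes of regulatory T cells had a median difference of -0.38 in splenic CD4+ T cells (percentile 0), with 18 of 20 below 0, and of 0.04 in CD8+ T cells (percentile 93.6). *Foxp3*, the factor that defines this lineage, was at 0.10 in CD4+ and 0.63 in CD8+ T cells, while *Il2ra* was at -0.78, *Ctla4* at -0.61 and *Nrp1* at -1.21 in CD4+ T cells (as small as -0.51 for *Il2ra* and -0.81 for *Nrp1* under the alternatives). Helper T cell subset genes had medians of -0.39 and 0.15 (percentiles 0 and 99.2, the latter as low as 75.0 under the alternatives, with a median of 0.03), with *Il12rb2*, an IL-12 receptor chain, at -1.39, *Cxcr3* at -0.94, *Ifng* at -0.77 and *Tbx21* at -0.66 in CD4+ T cells. The paper measured *Tbx21* and *Ifng* in adipose tissue, another sample than these spleen cells. Effector and memory genes had medians of -0.29 and -0.12 (percentiles 0 and 1.99, the latter up to 8.22 under the alternatives). Among the 7 of 29 that were 2-fold lower in CD4+ T cells were the NK receptor genes *Klrc1* (-1.55), *Klrk1* (-1.47) and *Klrd1* (-1.20), and *Gzmk*, a granzyme, was at -1.31 in CD4+ and -1.10 in CD8+ T cells but as small as -0.44 and -0.28 under the alternatives. *Klrb1c*, another NK receptor gene, was at -2.31 in CD4+ and -0.18 in CD8+ T cells. Naive T cell genes had medians of 0.03 and -0.04 (percentiles 89.7 and 28.5). The T-Rheb-/- CD4+ array was also the one with the higher erythroid markers, with a median of 1.66. B cell markers were higher there as well, with a median of 0.17 (percentile 99.96) and 11 of 19 above 0.

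Proliferation genes ran in opposite directions, with medians of 0.24 in CD4+ (percentile 100) and -0.23 in CD8+ T cells (percentile 0.01, as small as -0.14 under the alternatives), and none differed by 2-fold. Of 28, 23 were above 0 in CD4+ and 21 below 0 in CD8+ T cells, and *Stmn1* was an exception in CD8+ T cells, at 0.54 and 0.18. The CD4+ array in which they were higher is the one with the higher erythroid markers, and the CD8+ array in which they were lower is the one with the lower monocyte and macrophage markers (-0.52, percentile 0, 13 of 13 below 0) and neutrophil markers (-0.33, percentile 0.15). Immediate early and stress genes had medians of -0.23 and 0.04 (percentiles 0 and 92.6, the former from -0.40 to -0.13 under the alternatives), although *Fos* was at -0.98 and -1.59 and *Fosb* at -0.98 and -1.25. *Igf1r*, the receptor of insulin-like growth factor, was at 0.36 and 0.56, and *Grb10*, an adaptor of the insulin receptor, at 1.01 and 0.34 (0.51 and 0.03 with levels raised to the array median). The CD4 lineage genes had medians of 0.00 and 0.12 (percentiles 68.2 and 94.3) and the CD8 lineage genes of -0.02 and -0.17 (percentiles 51.0 and 8.27). Sex-linked genes had medians of -0.19 and -0.11 (percentiles 7.76 and 27.0). The 3 counted were the Y-linked *Eif2s3y*, *Kdm5d* and *Uty*, and *Xist* and *Tsix* were not counted. Their levels lay above the array median in all 4 arrays, the lowest at 8.56 for *Uty* in T-Rheb-/- CD8+ T cells. Each sample thus appears to hold RNA of male mice. Of the genes with a known defect in the WT strain or in another laboratory mouse strain, 3 were counted. They had medians of -0.56 and -0.02 (percentiles 0.25 and 51.8, the former as small as -0.29 under the alternatives). *Nnt* was at -0.56 in CD4+ and -0.62 in CD8+ T cells, *Casp4* at -0.77 and -0.01, and *Disc1* at -0.02 in each. The list pools defects of different strains, so its medians have no single expected direction. Which genotype carries a defect was not tested. The 21 counted genes that the paper names had medians of 0.09 and 0.21 (percentiles 99.2 and 100), and both medians were as low as 0.04 under the alternatives. Of the beige adipose genes the paper names, 2 were counted, too few for a median.

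A single probeset of *Cd4*, the gene whose promoter drives Cre in these mice, was higher in T-Rheb-/- T cells by 2.20 in CD4+ and 1.92 in CD8+ T cells, a second was higher by 0.98 and 0.76, and the 13 without the first had medians of -0.09 and -0.13. These probesets were chosen after their values were seen, as were the genes near *Klk1b22*. Of 147 counted genes within 5 Mb of *Klk1b22*, 2 were at least 2-fold higher in both cell types, *Klk1b11* and *Klk1b7-ps*, and 0 were lower. Outside the kallikreins the 132 counted neighbors had medians of 0.06 and 0.02 (percentiles 98.7 and 92.6). Of 63 counted genes within 5 Mb of *Rheb*, 1 was higher, *Lhfpl3* (1.41 and 1.14, but 0.27 and 0.03 with levels raised to the array median), and 1 was lower, *AI506816* (-3.38 and -3.33).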
